# *Gfi1*^*Cre*^ mice have early onset progressive hearing loss and induce recombination in numerous inner ear non-hair cells

**DOI:** 10.1038/srep42079

**Published:** 2017-02-09

**Authors:** Maggie Matern, Sarath Vijayakumar, Zachary Margulies, Beatrice Milon, Yang Song, Ran Elkon, Xiaoyu Zhang, Sherri M. Jones, Ronna Hertzano

## Abstract

Studies of developmental and functional biology largely rely on conditional expression of genes in a cell type-specific manner. Therefore, the importance of specificity and lack of inherent phenotypes for *Cre-*driver animals cannot be overemphasized. The *Gfi1*^*Cre*^ mouse is commonly used for conditional hair cell-specific gene deletion/reporter gene activation in the inner ear. Here, using immunofluorescence and flow cytometry, we show that the *Gfi1*^*Cre*^ mice produce a pattern of recombination that is not strictly limited to hair cells within the inner ear. We observe a broad expression of Cre recombinase in the *Gfi1*^*Cre*^ mouse neonatal inner ear, primarily in inner ear resident macrophages, which outnumber the hair cells. We further show that heterozygous *Gfi1*^*Cre*^ mice exhibit an early onset progressive hearing loss as compared with their wild-type littermates. Importantly, vestibular function remains intact in heterozygotes up to 10 months, the latest time point tested. Finally, we detect minor, but statistically significant, changes in expression of hair cell-enriched transcripts in the *Gfi1*^*Cre*^ heterozygous mice cochleae compared with their wild-type littermate controls. Given the broad use of the *Gfi1*^*Cre*^ mice, both for gene deletion and reporter gene activation, these data are significant and necessary for proper planning and interpretation of experiments.

Inner ear hair cells (HCs) are mechanosensitive cells responsible for sensing and transmitting information to the brain to then be interpreted as sound or head position/movement. However, HC-specific molecular analyses of both the auditory and vestibular systems in response to noise damage, ototoxic drug exposure, or genetic manipulation, have historically been limited by the heterogeneous cellular composition of the inner ear epithelia, in which HCs make up less than 2–6% of total cells in the auditory and vestibular systems, respectively (Fig. 1A)^1^. Fortunately, the development of mouse models that result in tissue and cell type-specific Cre-mediated recombination in the inner ear have allowed for controlled spatiotemporal activation or deletion of genes of interest (for a comprehensive review of Cre models in the inner ear see Cox *et al*., 2012)^2^. Overall, the most important considerations for Cre-expressing mouse models in all fields of research should be reliable cell-type specificity with no inherent effects on phenotype in at least the heterozygous state.

One commonly used HC Cre-driver in inner ear research is the *Gfi1*^*Cre*^ knock-in mouse^1^,^3^,^4^,^5^,^6^,^7^,^8^,^9^,^10^,^11^,^12^. GFI1 is a transcriptional repressor that, in the late embryonic and postnatal inner ear, is expressed in all HCs and is required for HC differentiation and survival^13^. In 2003, Wallis *et al*. first reported that *Gfi1-null* mice are profoundly deaf and have severe balance dysfunction. They further observed that the apparent inner ear dysfunction could be directly attributed to defects in both cochlear and vestibular HC development and organization, as well as cochlear HC death that occurs in a basal to apical gradient documented as early as postnatal day 0 (P0)^13^. Importantly, the *Gfi1*^+/−^ mice were reported as phenotypically indistinguishable from wild-type littermates^13^. Based on these observations, it was therefore assumed that the replacement of one copy of *Gfi1* with the coding sequence for Cre recombinase would result in HC-specific Cre expression in the inner ear, with no negative effects on hearing or balance^14^. Thus the *Gfi1*^*Cre*^ mouse was introduced in 2010, and shown to result in specific recombination in >90% of cochlear and vestibular HCs^2^,^14^. Additionally, the reported recombination pattern in the inner ear was specific to HCs. Nevertheless, data obtained from *Gfi1*^*Cre*^ mice in our laboratory, as well as recently published data^3^,^9^, have suggested that the pattern of recombination in these mice may not be specific to HCs, and that the hearing of the mice may differ from their wild-type littermate controls.

To reconcile the discrepancy between the reported and observed phenotype of this model, we have performed a comprehensive analysis of *Gfi1*^*Cre*^ mouse inner ears to assess the cell type-specificity of Cre recombinase activity, as well as the effect of *Gfi1* haploinsufficiency on hearing, vestibular function, and gene expression. In agreement with previous reports, we observe that Cre-mediated recombination is highly efficient in the HCs of both the cochlear and vestibular systems. However, we also observe broad recombination in other cells throughout the inner ear, resulting in the Cre-expressing HCs being outnumbered by Cre-expressing non-HCs. We further identify these newborn inner ear Cre-expressing non-HCs as primarily CD45 + CD11b + Gr1- immune cells, consistent with observations showing numerous resident macrophages in the adult mouse inner ear^15^,^16^,^17^,^18^,^19^. Finally, we also assess both the vestibular and auditory phenotypes of the *Gfi1*^*Cre*^ mice, and find that heterozygotes exhibit an early onset progressive hearing loss as compared with their wild-type littermates. This hearing loss cannot be attributed to the age-related hearing loss inherent to the C57BL/6 inbred mouse strain, and may be due to minor changes in gene expression that result from *Gfi1* haploinsufficiency. These results highlight the necessity of rigorous validation of Cre-driver mouse models for proper use in research. We further suggest several strategies to allow for the continued use of the *Gfi1*^*Cre*^ mice for ear research, controlling for the identified limitations.

## Results

### *Gfi1* driven Cre recombinase expression is not HC-specific in the inner ear

The *Gfi1*^*Cre*^ mouse is used as a tool for inner ear HC-specific Cre recombinase expression^14^. To test the specificity of the Cre recombinase activation in the newborn mouse inner ear, we crossed the *Gfi1*^*Cre*^ mouse with the B6.Cg-*Gt*(*ROSA*)*26Sor*^*tm14(CAG-tdTomato)Hze*^/J reporter mouse (from here on referred to as *ROSA26*^*CAG-tdTomato*^). The *ROSA26*^*CAG-tdTomato*^ reporter mouse is designed to allow for robust tdTomato expression in all Cre recombinase expressing cells, as excision of a floxed stop codon within the *Rosa26* locus by Cre recombinase induces tdTomato expression under control of the endogenous ROSA26 promoter, as well as the robust CAG promoter^20^. Whole mount fluorescence microscopy of *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ mice inner ears at postnatal day 1 (P1) demonstrates that *Gfi1*^*Cre*^ drives recombination in almost all HCs within the cochlear and vestibular systems. However, HCs comprise only a fraction of the total number of cells expressing tdTomato (Fig. 1B), as numerous tdTomato positive non-HCs can be observed at the basal, middle and apical regions of the cochlea, as well as within all vestibular sensory structures (Fig. 1D–F,H–J). This observation is not a result of sporadic recombination, as *Gfi1*^+/+^;*ROSA26*^*CAG-tdTomato*^ littermates show no tdTomato expression in the inner ear (Fig. 1C). Furthermore, immunohistochemistry shows that tdTomato positive non-HCs are not just limited to close proximity of the sensory epithelium, but can also be observed throughout the inner ear (Fig. 1G,K), for example in regions closer to the modiolus. This analysis demonstrates that *Gfi1*^*Cre*^-mediated recombination is not HC specific either in the cochlea or in the vestibular end organs.

### Non-HC Cre-mediated recombination is restricted to non-epithelial and non-neuronal cells

It was next our goal to determine the identity of the tdTomato expressing non-HCs within the inner ears of the *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ mice. It has previously been shown that all sensory and non-sensory epithelia within the inner ear express the cell surface marker CD326, also known as epithelial cell adhesion molecule (EpCAM)^21^. Cryosections from P1 *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ inner ears stained with an antibody for CD326 show that the tdTomato positive HCs overlap with staining for CD326 in both the cochlea and vestibule (Fig. 2A,B). However, non-HC *Gfi1*^*Cre*^ expression is limited to non-epithelial cells, as there is no observable overlap of CD326 expression with tdTomato positive non-HCs. This shows that non-HC tdTomato positive cells are restricted to non-epithelial cells, and are thus not supporting cells.

*In situ* hybridization results from Wallis *et al*., 2003 suggest that *Gfi1*, at least at the mRNA level, may be expressed in the developing cochleovestibular ganglion (CVG) in addition to HC precursors in the otic vesicle as early as embryonic day 12.5 (E12.5)^13^. It was thus possible that Cre recombinase, under control of the *Gfi1* promoter, may be expressed in the CVG to drive the non-HC recombination. Therefore, we assessed if non-HC *Gfi1*^*Cre*^-mediated recombination could be observed in neuronal cells by staining P1 *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ inner ear sections with an antibody for the neuronal marker β–tubulin class III (TUBB3). We did not observe any overlap of tdTomato and TUBB3 expression in the cochlear or vestibular ganglia (Fig. 2C,D), demonstrating that the Cre-expressing non-epithelial cells in the *Gfi1*^*Cre*^ mice are also not neuronal in nature. These results also suggest that the *Gfi1* promoter is not actively driving expression in developing CVG neurons during embryonic inner ear development.

### Cre recombinase expressing non-HCs are primarily immune cells

To quantify the non-HC tdTomato positive cells and determine their identity we next used flow cytometry. Single cell suspensions from cochleae extracted from four day old (P4) *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ mice showed that the tdTomato positive cells (3.3% of total singlet cells) consisted of both CD326 positive and negative cells, consistent with the results obtained by immunohistochemistry (Fig. 3A). Because GFI1 has a known role in the immune system^22^, we further analyzed the tdTomato positive cells for expression of CD45, a leucocyte specific receptor-linked protein tyrosine phosphatase which is a commonly used broad immune cell marker^23^,^24^. We found that the tdTomato positive cells within the cochlea could be separated into two distinct populations, accounting for 93.0% of all tdTomato positive cells. These consist of CD326 + CD45- cells (43.4% of the parent population) which account for HCs, and CD326-CD45 + cells (49.6% of the parent population) which represent a population of immune cells (Fig. 3A,B). Importantly, on average, over 95% of CD45+ cells within the cochlea of the *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^mice were also tdTomato positive (Supplementary Figure 1).

To further define the specific types of immune cells the CD326-CD45+ tdTomato expressing cells represent, we next stained dissociated cochlear cells from P4 C57BL/6 mice with CD45 and additional canonical immune markers for T cells (CD3+), B cells (B220+), natural killer (NK) cells (CD3-DX5+), monocytes/macrophages (CD11b + Gr1−) and granulocytes (CD11b + Gr1+)^23^. Staining of a single cell suspension obtained from the spleen of the same mice was used as a positive control. Our analysis revealed the identity of 89% of the CD45+ cells in the early postnatal mouse inner ear. Specifically, the CD45+ cells consisted primarily of monocytes/macrophages (81.3%) followed by NK cells (3.4%), and a combination of granulocytes, T-cell and B-cells (4.3%) (Fig. 3C,D). These data show that, in the *Gfi1*^*Cre*^ mice, recombination occurs in all HCs as well as in CD45+ cells, most of which consist of monocytes/macrophages.

### *Gfi1* ^*Cre*^ heterozygotes display no vestibular defects

It has been assumed that *Gfi1*^*Cre/*+^ mice are phenotypically normal despite having only one functional copy of *Gfi1*, and can thus be a good model for investigating the effect of HC-specific Cre-mediated knockout of genes of interest^14^. Here we assessed vestibular function of *Gfi1*^*Cre/Cre*^, *Gfi1*^*Cre/*+^ and *Gfi1*^+/+^ littermates at three ages using vestibular sensory-evoked potentials (VsEP). As expected, *Gfi1*^*Cre/Cre*^ mice showed significantly elevated VsEPs at 3 months due to the loss of both functional copies of the *Gfi1* coding sequence (Fig. 4). However, *Gfi1*^*Cre/*+^ show no change in vestibular function as compared to *Gfi1*^+/+^ littermates at ages 3 and 5 months. Importantly, vestibular function does not decline up to 10 months of age in the *Gfi1*^*Cre/*+^ mice, indicating that they have normal vestibular HC development and function, and can thus be considered a good model for studying the vestibular system from embryonic to adult ages.

### *Gfi1* ^*Cre*^ heterozygotes display an early onset progressive hearing loss

After observing that *Gfi1*^*Cre/*+^ mice do not display any vestibular dysfunction, we next assessed auditory function by measuring auditory brainstem responses (ABR). As was expected, *Gfi1*^*Cre/Cre*^ mice were profoundly deaf (ABR thresholds are greater than 90 dB SPL, highest stimulus tested) at all time points, consistent with the cochlear HC dysfunction and death observed in *Gfi1*^−/−^ mice^13^. However, in contrast to the vestibular system, where *Gfi1*^*Cre/*+^ VsEP thresholds were indistinguishable from wild-type C57BL/6J littermates up to 10 months of age, *Gfi1*^*Cre/*+^ mice show significantly elevated hearing thresholds as compared to wild-type mice at as early as 1 month of age at 32 kHz (average thresholds = 73.2 dB SPL vs. 50.8 dB SPL, *p*-value = 6.40E-05) (Fig. 5A). This high frequency hearing loss is also apparent at 2 months, where *Gfi1*^*Cre/*+^ mice continue to have elevated hearing thresholds compared to wild-type at 32 kHz (average thresholds = 79.5 dB SPL, vs. 57.5 dB SPL, *p*-value = 2.72E-06) (Fig. 5B), and by 3 months of age, hearing loss progresses in *Gfi1*^*Cre/*+^ mice to show significantly elevated hearing thresholds at 24 kHz as compared to their wild-type littermates (average thresholds = 47.0 dB SPL vs. 23.3 dB SPL, *p*-value = 0.029). Interestingly, at 3 months, both the *Gfi1*^*Cre/*+^ and *Gfi1*^+/+^ mice show elevated hearing thresholds at 32 kHz (average thresholds = 85.2 dB SPL and 71.7 dB SPL respectively, *p*-value = 0.076) (Fig. 5C), and we hypothesize that this is the consequence of a strain-specific age-related high frequency hearing loss.

Next, to determine the long-term effects of *Gfi1* haploinsufficiency on hearing, we further investigated hearing thresholds of the *Gfi1*^*Cre*^ mice at 8, 16 and 32 kHz at 5 and 10 months of age. We found that by 5 months of age, hearing thresholds are significantly elevated in *Gfi1*^*Cre/*+^ mice when compared to wild-type at 16 kHz (average thresholds = 69.5 dB SPL and 34.1 dB SPL respectively, *p*-value = 7.11E-05), and even at 8 kHz (the lowest frequency tested, average thresholds = 56.5 dB SPL and 39.1 dB SPL respectively, *p*-value = 6.64E-03), while both genotypes still show elevated hearing thresholds at 32 kHz (over 90 dB) (Fig. 5D). By 10 months, *Gfi1*^*Cre/*+^ mice have progressed to near deafness at all frequencies, with absence of measurable hearing thresholds at 16 and 32 kHz, and average thresholds of 84.9 dB SPL at 8 kHz (Fig. 5E). These results further indicate that substitution of one copy of *Gfi1* with Cre recombinase causes a progressive age related hearing loss in the *Gfi1*^*Cre/*+^ mice.

Importantly, a single nucleotide polymorphism (SNP) in *Cdh23* (753G > A, also called *Ahl*), which encodes for the essential HC tip link component Cadherin 23, has been previously reported to cause an increased susceptibility to both noise-induced and age-related hearing loss in several inbred mice strains, including C57BL/6J^25^,^26^,^27^,^28^,^29^. As the *Gfi1*^*Cre*^ mouse line was first developed on a mixed 129S6 and C57BL/6J background^14^, we wanted to ensure that the age-related hearing loss phenotype observed in *Gfi1*^*Cre*^ heterozygotes compared to wild-type littermates was not a result of a skewed distribution of *Cdh23*^753A^ genotypes within our tested population. Therefore, we genotyped each mouse at position 753 in the *Cdh23* gene by Sanger sequencing. We found that 100% of mice (*Gfi1*^+/+^, *Gfi1*^*Cre/*+^ and *Gfi1*^*Cre/Cre*^) used for ABR testing were homozygous for the *Cdh23*^753A^ allele, and are thus more susceptible to age-related hearing loss. However, this further indicates that the more severe age-related hearing loss phenotype seen in *Gfi1*^*Cre*^ heterozygotes as compared to their wild-type littermates is a result of the replacement of one copy of *Gfi1* with Cre recombinase and not the result of the *Cdh23*^753A^ allele, as all mice are homozygous for *Ahl*.

### Minimal differences in cochlear gene expression at P8 between *Gfi1* ^*Cre/*+^ and *Gfi1* ^+/+^

GFI1 is a transcription factor that, in addition to its functions in other tissues, regulates gene expression in inner ear HCs^13^,^22^,^30^,^31^. To determine if the *Gfi1*^*Cre/*+^ mice have statistically significant changes in cochlear gene expression that could contribute to their hearing loss phenotype, we extracted RNA from cochlear ducts of eight day old (P8) *Gfi1*^*Cre/*+^ and *Gfi1*^+/+^ mice and measured gene expression using RNA-seq. 

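RNA from the cochlear ducts of mice at postnatal day 8 was sequenced in 6 libraries, 3 of each genotype. Each *Gfi1*+/+ library held RNA from 2 cochleae of 1 mouse, and each *Gfi1* Cre/*+ library held RNA pooled from 6 cochleae of 3 mice, so every *Gfi1*+/+ replicate was 1 animal and every *Gfi1* Cre/*+ replicate was an average over animals. The authors aligned the reads to the mm10 mouse genome with Tophat, kept the uniquely mapped reads and counted them on genes with HTSeq-count. They deposited 1 normalized value per gene and library, and the methods name quantile normalization for it. In each of the 6 columns of deposited values, 100% of the values were whole multiples of 1 step up to rounding. Each value is therefore a whole number of counted reads divided by 1 factor per library. These factors, which ran from 0.810 in *Gfi1*+/+ replicate 1 to 1.15 in *Gfi1* Cre/*+ replicate 1, equalled the median-of-ratios size factors computed from the recovered reads, with a largest relative difference of 6.80e-09. The values used here are therefore read counts divided by a size factor, and they are called normalized reads below. The recovered reads counted on genes came to 13603908, 15899307 and 16136022 in *Gfi1*+/+ replicates 1, 2 and 3, with a median of 15899307. They came to 19359753, 18859199 and 17939607 in *Gfi1* Cre/*+ replicates 1, 2 and 3, with a median of 18859199. The paper's reported depth of between 38M and 50M reads per sample is of sequenced reads, whereas the normalized reads rest on the totals counted on genes. A count of 0 allowed up to 3 reads, which is between 2.61 and 3.70 normalized reads depending on the library and covers counting error only. Expression was compared between genotypes on the log2(normalized reads + 1) scale with limma (lmFit, and eBayes with a trend), two-sided, with genotype as the only term. This scale understates the fold change of genes with few reads.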

We chose this time point both to identify early changes resulting from *Gfi1* haploinsufficiency, as well as to eliminate a bias in gene expression that could result from a later loss of HCs. 

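The deposited table listed 14865 genes, each with a gene identifier, a symbol and a chromosome. Of these, 14853 had at least 40 recovered reads in total over the 6 libraries, and the other 12 had fewer, down to 8. Between 14846 and 14857 of the listed genes had at least 1 read in a given library. The comparison of the genotypes covered the 14455 genes with at least 40 normalized reads in at least 1 library, which left out 410 of the listed genes.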

Our analysis detected 14,866 genes as expressed in the cochleae of the heterozygous and wild-type mice. Notably, differences in expression profiles between *Gfi1*^*Cre/*+^ and *Gfi1*^+/+^ mice were minimal. 

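The log2 fold changes of the 14455 genes, *Gfi1* Cre/*+ against *Gfi1*+/+, had a lower quartile of -0.06 and an upper quartile of 0.05, and 97.5% of the genes had an absolute log2 fold change under 0.5. The range of the *Gfi1* Cre/*+ replicates lay apart from that of the *Gfi1*+/+ replicates in 1087 genes, or 7.52% of those tested, where chance gives 10% with 3 libraries against 3. The median over genes of the SD of log2(normalized reads + 1) was 0.119 between the 3 *Gfi1*+/+ libraries and 0.0737 between the 3 *Gfi1* Cre/*+ libraries, each of which averages over 3 mice. The first principal component held 54.3% of the variance. On it, *Gfi1*+/+ replicate 1 scored -44.0, the other *Gfi1*+/+ libraries scored -0.304 and 2.15, and the *Gfi1* Cre/*+ libraries scored between 11.1 and 16.2, so the distance between *Gfi1*+/+ replicate 1 and the other *Gfi1*+/+ libraries was larger than the distance between those and the *Gfi1* Cre/*+ libraries.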

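At a fold change above 2 in either direction and an unadjusted p-value under 0.05 in limma's test, 68 of the 14455 genes differed between *Gfi1* Cre/*+ and *Gfi1*+/+ cochleae, 15 of them higher and 53 lower in *Gfi1* Cre/*+. In 36 of the 68 genes the replicates of the genotypes did not overlap. Without the condition on p, 142 genes had a fold change above 2. In proportion, the count moved most when only genes with a mean of at least 200 normalized reads were tested, which left 12 genes. It also rested on single libraries, and so did the excess of lower genes. Without *Gfi1*+/+ replicate 3 there were 184 genes, 24 of them higher and 160 lower, whereas without *Gfi1*+/+ replicate 1 there were 22 genes, 13 higher and 9 lower, and without *Gfi1* Cre/*+ replicate 1 there were 22 genes, 11 higher and 11 lower. Myeloid and erythroid genes were among the 15 higher genes. *Mpo* (ENSMUSG00000009350, chromosome 11) had 53.9 ± 23.2 normalized reads (SD, n = 3) in *Gfi1* Cre/*+ and 9.43 ± 8.41 in *Gfi1*+/+. *Ltf* (ENSMUSG00000032496, chromosome 9) had 51.8 ± 19.2 normalized reads in *Gfi1* Cre/*+ and 12.8 ± 13.8 in *Gfi1*+/+. *Hemgn* (ENSMUSG00000028332, chromosome 4) was at or under 3 reads in every *Gfi1*+/+ library, and its *Gfi1* Cre/*+ mean was at least 11.4-fold higher. That mean rests mostly on replicate 1, since 81.8, 13.3 and 18.9 normalized reads were found in *Gfi1* Cre/*+ replicates 1, 2 and 3. *Epb4.2* (ENSMUSG00000023216, chromosome 2) had 61.8, 15.1 and 12.3 normalized reads in the *Gfi1* Cre/*+ replicates and between 1.23 and 4.22 in the *Gfi1*+/+ replicates. *Scrt1* (ENSMUSG00000048385, chromosome 15) had 22.0 ± 6.24 normalized reads in *Gfi1* Cre/*+ and 60.4 ± 25.8 in *Gfi1*+/+. In each of these 5 genes the replicates of the genotypes did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). *Rnu3a* (ENSMUSG00000065870, chromosome 10), a small nucleolar RNA, had 244, 3.14 and 80.2 normalized reads in *Gfi1*+/+ replicates 1, 2 and 3 and between 0.87 and 8.49 in *Gfi1* Cre/*+, so that its genotypes overlapped. The 6 genes had between 1 and 198 recovered reads in the libraries where they were found.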

Only a very small number of genes (11) could be considered differentially expressed between the two groups based on standard criteria (fold change >2.0, *p*-value < 0.05; Table 1). Moreover, only 4 of these 11 genes remained statistically significant after taking into account multiple testing (false discovery rate, FDR = 0.05). 

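With Benjamini-Hochberg adjustment over the 14455 genes, 4 genes had an adjusted p-value under 0.05 in limma's test, and 439 genes had an unadjusted p-value under 0.05. The 4 genes were *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*. For *Mpo*, *Ltf*, *Hemgn*, *Epb4.2*, *Scrt1* and *Rnu3a* the adjusted p-value was 0.999. The number of genes changed with single libraries left out, to 48 without *Gfi1*+/+ replicate 3 and to 0 without *Gfi1* Cre/*+ replicate 3, the library with the most Y-linked reads, where 248 genes had an unadjusted p-value under 0.05. DESeq2's test on the recovered reads, which was chosen after the values had been seen, gave 10 genes at a Benjamini-Hochberg adjusted p-value under 0.05, and these included *Mpo*, *Hemgn* and *Epb4.2*.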

Of note, these 4 genes are located on the Y chromosome, indicating that our *Gfi1*^*Cre/*+^ samples were obtained mainly from male pups, while our *Gfi1*^+/+^ population mainly from female, and thus the changes in their expression are likely unrelated to the *Gfi1*^*Cre/*+^ genotype. 

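The 4 genes lie on chromosome Y and were at or under the floor of 3 reads in all 3 *Gfi1*+/+ libraries, where *Ddx3y* and *Uty* had no read and *Kdm5d* and *Eif2s3y* had at most 1 per library. *Ddx3y* (ENSMUSG00000069045, positions 1260771 to 1286629 of GRCm38) had 335 ± 133 normalized reads (SD, n = 3) in *Gfi1* Cre/*+ and was at least 100.5-fold higher there (log2 fold change 8.32, standard error 0.417, adjusted p = 1.32e-04 from limma's test with Benjamini-Hochberg adjustment). *Kdm5d* (ENSMUSG00000056673) had 293 ± 111 normalized reads in *Gfi1* Cre/*+ and was at least 87.8-fold higher. *Eif2s3y* (ENSMUSG00000069049) had 320 ± 147 and was at least 96.0-fold higher. *Uty* (ENSMUSG00000068457) had 157 ± 61.3 and was at least 47.1-fold higher. The Y-linked *Gm29650* (ENSMUSG00000099876), with 18.3, 21.3 and 34.0 normalized reads in the *Gfi1* Cre/*+ replicates and none in *Gfi1*+/+, was under the minimum for testing and at least 7.35-fold higher. The sum of *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* differed between the *Gfi1* Cre/*+ libraries and came to 794, 902 and 1621 normalized reads in replicates 1, 2 and 3. *Xist* (ENSMUSG00000086503, chromosome X), which is transcribed from the inactive X chromosome, had 7804 ± 416 normalized reads in *Gfi1*+/+ (SD, n = 3) and 5359, 4987 and 2301 in *Gfi1* Cre/*+ replicates 1, 2 and 3. Its log2 fold change was -0.98 (standard error 0.266, adjusted p = 0.999 from limma's test with Benjamini-Hochberg adjustment), and its genotypes did not overlap. Among the X-linked homologues of the 4 genes, the log2 fold change was -0.34 for *Kdm6a*, -0.37 for *Eif2s3x*, -0.17 for *Ddx3x* and -0.12 for *Kdm5c*, each with an adjusted p-value of 0.999.

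**Figure D1:**
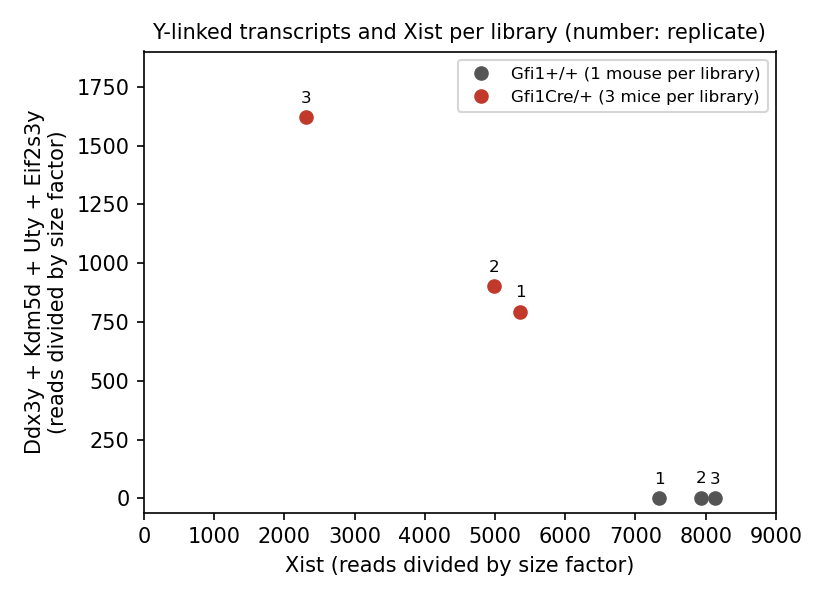
Sum of *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* (y axis, normalized reads) against *Xist* (x axis, normalized reads) in each of the 6 libraries, numbered by replicate within genotype. The *Gfi1*+/+ libraries sit at Y-linked sums of at most 2.10 and the *Gfi1* Cre/*+ libraries between 794 and 1621, with less *Xist* than every *Gfi1*+/+ library.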

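*Gfi1* (ENSMUSG00000029275) lies on the minus strand of chromosome 5 of GRCm38, from 107716657 to 107726036. It had 147, 160 and 152 normalized reads in *Gfi1*+/+ replicates 1, 2 and 3 and 136, 130 and 139 in *Gfi1* Cre/*+ replicates 1, 2 and 3, which are 153 ± 6.72 and 135 ± 4.65 (SD, n = 3). These rest on between 119 and 156 recovered reads per library. Each *Gfi1* Cre/*+ library had fewer normalized reads than each *Gfi1*+/+ library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change was -0.18 (standard error 0.0975, adjusted p = 0.999 from limma's test with Benjamini-Hochberg adjustment), and the ratio of the group means was 0.880. With each library left out in turn the log2 fold change stayed between -0.21 and -0.15.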

Levels of *Gfi1* mRNA were not significantly downregulated in the RNA-seq samples from *Gfi1*^*Cre/*+^ cochleae (fold change = 0.88). This is not surprising as only a portion of exon 1, as well as exons 2–5, are replaced by Cre recombinase, and the rest of the transcript, while not functional, will add to the overall read-counts for the gene. 

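The deposited value for *Gfi1* is a single count over all of its exons. In the GENCODE annotation of GRCm38, the longest transcript of 7 exons has 2648 bases. Its exons 2 to 5 hold 975 bases, or 36.8% of the transcript, and its exon 7 alone holds 1262 bases, or 47.7%. A transcript of 6 exons has 2860 bases, with 978 bases in exons 2 to 5. The paper's primers for exons 2–3 matched exons 3 and 4 of the transcript of 7 exons, and its primers for exons 6–7 matched exons 6 and 7, so the numbering of exons given here need not be that of the targeted allele.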

As the RNA-seq was performed on whole cochleae, there were not sufficient read counts to compare exon-specific transcript levels. We therefore extracted RNA from newborn *Gfi1*^*Cre/*+^ and *Gfi1*^+/+^ cochleae and measured the relative transcript abundance of exons 2–3, 5–6 and 6–7 by RT-qPCR. We detected a statistically significant 30–40% decrease in transcript abundance of the exons replaced by Cre recombinase (exons 2–3: fold change = 0.675, *p*-value = 0.022 and exons 5–6: fold change = 0.621, *p*-value = 0.005), while no change in transcript levels of exons present in both genotypes was observed (exons 6–7: fold change = 1.099, *p*-value = 0.52) (Supplementary Figure 2).

To further investigate this dataset, and specifically assess subtle changes in gene expression in the HCs of the *Gfi1*^*Cre/*+^ mice, we defined a group HC-enriched transcripts using two publicly available transcriptomic inner ear datasets. We identified 871 and 1,817 HC-enriched transcripts (showing at least 3-fold enriched expression in HCs compared to non-HCs) in the datasets of Elkon *et al*.^1^ and Cai *et al*.,^32^ respectively, with an overlap of 521 genes (see Supplementary Table 1). Testing these sets of genes as a whole, we observed that their expression was slightly, yet statistically significantly, decreased in *Gfi1*^*Cre/*+^ compared to *Gfi1*^+/+^ (Fig. 6A–C). 

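The paper's sets of HC-enriched transcripts were not analysed here. A list of 60 HC genes was written from general knowledge of cell type markers before the data were examined, and 50 of these genes were tested. Their median log2 fold change, *Gfi1* Cre/*+ against *Gfi1*+/+, was lower by 0.0925 than that of the other genes tested (shift -0.0925, n = 50 genes, p = 5.88e-05, two-sided Wilcoxon rank-sum test across genes), and 36 of the 50 genes were lower in *Gfi1* Cre/*+. Genes of a list are not independent replicates. The shift passed a threshold of 0.05 in limma's camera, both with a preset correlation between genes of 0.01 and with the correlation estimated from the libraries, and did not pass it in the rotation test fry, which takes the 6 libraries as the replicates. Among the alternatives, the shift was closest to 0, at -0.0540, with the neuron list score of each library as a covariate, which was chosen after the values had been seen. It was -0.0555 without *Gfi1*+/+ replicate 1 (n = 50 genes, p = 0.00220 from the same test), and it lay between -0.104 and -0.0555 across the 6 fits that each left out 1 library. The mean deviation of the 50 genes from their average over libraries was 0.101, -0.00799 and 0.0238 in *Gfi1*+/+ replicates 1, 2 and 3 and -0.00225, -0.0602 and -0.0542 in *Gfi1* Cre/*+ replicates 1, 2 and 3, so that *Gfi1*+/+ replicate 2 lay below *Gfi1* Cre/*+ replicate 1. No gene of the list had an adjusted p-value under 0.05, whether over all genes tested or adjusted over the list alone, and 3 genes had an unadjusted p-value under 0.05. These were *Pvalb* (log2 fold change -0.47), *Gpr98* (-0.38) and *Tmie*, which was higher in *Gfi1* Cre/*+ (0.28). *Myo7a*, which had 659 ± 27.3 normalized reads in *Gfi1* Cre/*+ and 680 ± 84.4 in *Gfi1*+/+ (SD, n = 3), had a log2 fold change of -0.04, which changed sign to 0.06 without *Gfi1*+/+ replicate 3. From the lower expression of its own sets, and after comparing them with macrophage genes, the paper concludes that expression was reduced specifically in HCs.

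**Figure D2:**
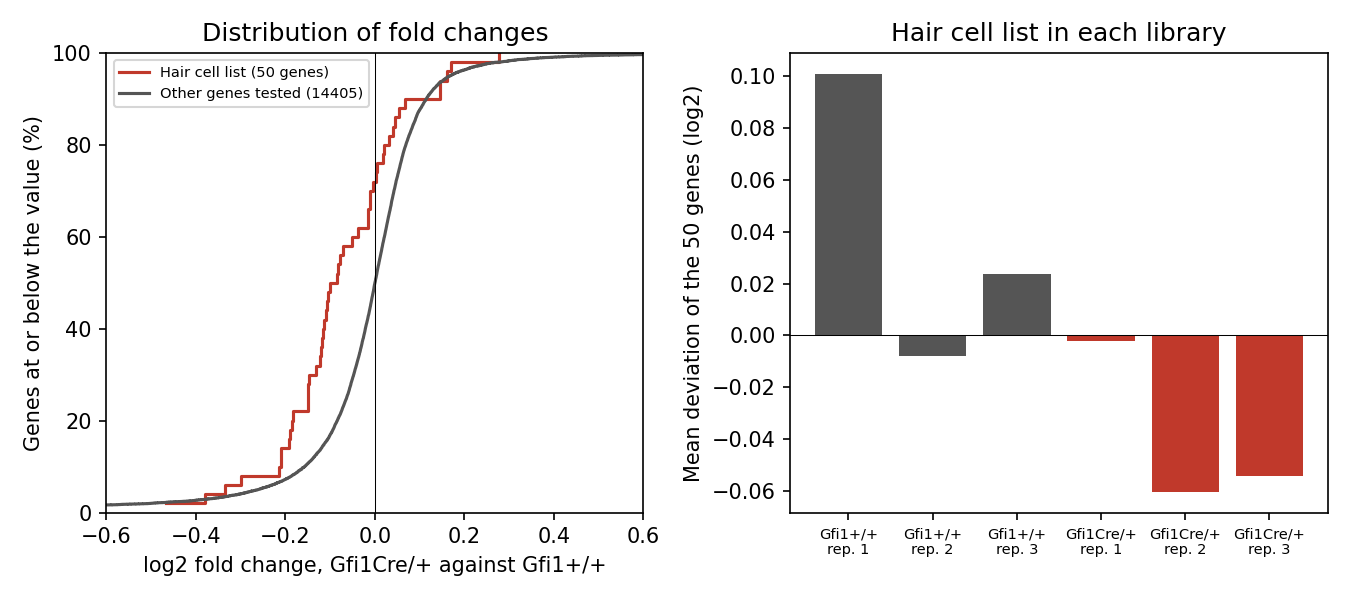
Left, cumulative percentage of genes (y axis) by log2 fold change (x axis) for the 50 HC genes and for the other genes tested, of which the HC genes have their median at -0.09. Right, mean deviation (log2) of the 50 HC genes from their average over libraries in each library, highest in *Gfi1*+/+ replicate 1 at 0.101 and lowest in *Gfi1* Cre/*+ replicate 2 at -0.0602.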

Finally, as we observed a broad expression of Cre recombinase in inner ear resident macrophages in the *Gfi1*^*Cre*^mouse, we next sought to exclude the possibility that the decrease in expression of HC-enriched transcripts found in the *Gfi1*^*Cre/*+^ cochleae came from Cre positive immune cells rather than from HCs. To this end, we analyzed two publicly available RNA-seq datasets that recorded gene expression profiles in bone-marrow derived mouse macrophages (see methods)^33^,^34^. First, we confirmed that the set of HC-enriched transcripts used in the above analysis is significantly enriched in HCs also when compared to macrophages (Supplementary Figure 3A). Secondly, we used the macrophage datasets to define a set macrophage-enriched genes (Supplementary Table 3). This set contained 360 genes that showed, in both macrophage datasets, at least 3-fold enriched expression in macrophages compared to other key cell types in the inner ear. Reassuringly, Gene-Ontology (GO) functional enrichment analysis demonstrated that this set of macrophage expressed genes was significantly enriched for immune-system related functions (Supplementary Table 4). 

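The paper's set of macrophage-enriched genes was not analysed here. Of 35 macrophage genes written down before the data were examined, 33 were tested, and their median log2 fold change differed from that of the other genes by -0.00165 (n = 33 genes, p = 0.531, two-sided Wilcoxon rank-sum test across genes). There were 17 genes lower and 16 higher in *Gfi1* Cre/*+. The sign of this shift depended on the libraries included, with -0.0144 without *Gfi1*+/+ replicate 1 and 0.0355 (n = 33 genes, p = 0.0303) without *Gfi1* Cre/*+ replicate 1. *Ptprc* had 85.9 ± 7.07 normalized reads in *Gfi1* Cre/*+ and 83.3 ± 9.25 in *Gfi1*+/+ (SD, n = 3), and *Itgam* had 168 ± 2.54 in *Gfi1* Cre/*+ and 146 ± 6.75 in *Gfi1*+/+. Their log2 fold changes were 0.05 and 0.20, each with an adjusted p-value of 0.999, and that of *Ptprc* turned to -0.03 without *Gfi1*+/+ replicate 2. The member with an unadjusted p-value under 0.05 was *Lyz2*, with a log2 fold change of 0.23.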

Importantly, the expression of this set of transcripts was not decreased in *Gfi1*^*Cre/*+^ compared to *Gfi1*^+/+^ (it was even slightly increased; Supplementary Figure 3B). Taken together, these results show that the decreased expression of HC-enriched transcripts observed in *Gfi1*^*Cre/*+^ cochlea compared to *Gfi1*^+/+^ can be attributed to reduced expression specifically in HCs.

## Discussion

Researchers are dependent on Cre mouse models with reliable cell-type specificity and the absence of inherent phenotypes to make accurate and informative conclusions. For this reason, it is important to comprehensively validate such models to ensure these two assumptions are met, or if they are not met, that appropriate controls and considerations be used to make the model useful. Here we have performed such a validation on the *Gfi1*^*Cre*^ mouse, a model commonly used in inner ear research for HC-specific Cre-mediated recombination^1^,^3^,^4^,^5^,^6^,^7^,^8^,^9^,^10^,^11^,^12^. Upon investigation of this mouse, we have shown that in addition to HCs, recombination is also present in a multitude of CD45+ monocytes/macrophages in the inner ear that outnumber Cre-expressing HCs. This observation indicates that *Gfi1*^*Cre*^ was expressed at one point in the development of the observed CD45+ cells, but does not necessarily mean that the gene is expressed at the time the tissue was analyzed, a common limitation of Cre-reporter mice that are not based on inducible expression. Additionally, *Gfi1*^*Cre*^ mediated recombination in CD45+ cells is not altogether unexpected, as GFI1 is highly characterized for its involvement in the development of hematopoietic cell lineages, including macrophages^35^,^36^,^37^,^38^. Although our data show that *Gfi1*^*Cre*^ does not result in HC-specific recombination, it introduces this mouse as a potential dual reporter for studying the role of HCs and resident macrophages in the inner ear (for example, for observing macrophage migration in response to noise or ototoxic drug induced damage). We have additionally observed that *Gfi1*^*Cre*^ positive cells that are not HCs are also non-epithelial. This observation provides a functional solution for the continued use of *Gfi1*^*Cre*^ mice to drive reporter gene expression for HC sorting by flow cytometry, through either co-staining with the epithelial marker CD326 (Fig. 2A), or by isolating epithelial cells by delamination before dissociation^3^. Furthermore, because the number of tdTomato positive immune cells seems to increase in a gradient from the organ of Corti towards the modiolus (Fig. 1B), it may also be possible to better exclude macrophages from HCs with altered dissection approaches.

The difference in recombination patterns seen between our Cre expression results and the original description of the *Gfi1*^*Cre*^ mice is likely the result of the reporter gene used. Previous reports of Cre model recombination patterns, such as those performed in Madisen *et al*., 2010, have shown that the use of different reporter mice can result in different recombination patterns^20^. Whether this indicates that different reporters are more or less susceptible to recombination depending on the level of Cre expression in the tissue of interest, or that differences in expression of reporter molecules after recombination can account for these discrepancies, is not precisely known, and could vary between Cre and reporter models. In the original description of the *Gfi1*^*Cre*^ mouse, the induction of Cre recombinase was tracked using an enzymatic reaction for LacZ expression under control of the ROSA26 promoter (R26R-LacZ, Jackson Laboratory stock #003310)^14^. However, the *ROSA26*^*CAG-tdTomato*^ mouse used in this study is a much more robust reporter mouse. tdTomato is a bright fluorescent molecule, and its expression is aided by the strong CAG promoter in the presence of Cre recombinase, as well as by a woodchuck hepatitis virus posttranscriptional regulatory element (WPRE) to help increase tdTomato mRNA stability^20^. Indeed, addition of the CAG promoter to drive expression in the *Rosa26* locus has been shown to result in ~9 fold higher expression than the endogenous ROSA26 promoter alone^39^.

The *Gfi1*^+/−^ mice were originally described as phenotypically indistinguishable from wild-type littermates, suggesting that knock-in of Cre recombinase would result in an inconsequential HC-specific recombination. However, this observation was based on behavioral assessment rather than quantitative neurophysiological testing^13^. Here we have shown that while in the heterozygous state *Gfi1*^*Cre*^ mice exhibit no vestibular defects, they do present with an early onset progressive hearing loss phenotype. This finding potentially undermines past and future phenotypic characterizations of conditional knockout models that utilize the *Gfi1*^*Cre*^ mouse. However, the hearing loss in *Gfi1*^*Cre/*+^ mice does not significantly affect the mice at 8 and 16 kHz up to 3 months of age. Therefore, continued use of the *Gfi1*^*Cre*^ mouse for conditional gene deletion and evaluation of hearing is possible, but necessitates concomitant analysis of *Gfi1*^*Cre/*+^ mice as controls instead of commonly used Cre-negative controls.

From previous research, we are aware that the GFI1 transcription factor plays an essential role in HC development and survival^13^,^30^,^31^,^40^. It would therefore not be surprising that replacement of one copy of *Gfi1* with the coding sequence for Cre recombinase could cause minor changes in the HC transcriptome that may eventually lead to HC dysfunction. Indeed, although our RNA-seq results showed only a few number of genes to be significantly differentially expressed early in postnatal life (all likely secondary to an uneven distribution of male and female animals used for the RNA-seq), HC-enriched transcripts were found to be overall slightly downregulated in *Gfi1*^*Cre*^ heterozygotes. Moreover, functional *Gfi1* transcript abundance as measured in newborn *Gfi1*^*Cre/*+^ cochleae by RT-qPCR was decreased by 30–40%, consistent with a possible gene-dosage effect. Alternatively, there is also the possibility that prolonged *Gfi1* driven Cre recombinase expression leads to what is termed “Cre toxicity,” which could be affecting either the function or survival of HCs in *Gfi1*^*Cre*^ heterozygote animals. Cre toxicity is a phenomenon in which prolonged Cre exposure can lead to non-specific recombination at cryptic loxP sites in the genome of Cre-expressing cells, and has been shown to lead to dose dependent cell damage and death in select Cre-expressing mouse models^41^,^42^,^43^,^44^,^45^,^46^. Although this may not pose much of a problem for studies done utilizing non-inducible Cre models early in life, it may be a challenge for studies focusing on mature animals with constitutive expression of Cre recombinase. However, if Cre toxicity is the mechanism by which *Gfi1* driven Cre recombinase expression results in cochlear HC dysfunction, the lack of a vestibular phenotype in *Gfi1*^*Cre*^ heterozygous mice would still be surprising. Published transcriptome data demonstrates that *Gfi1* expression is higher in vestibular HCs as compared to cochlear HCs, at least early in life^1^,^47^. Thus, theoretically, vestibular HCs would have increased exposure to Cre recombinase as compared to cochlear HCs, and would be more likely to accrue damage over time. It is also possible that cochlear HCs are simply more sensitive to damage resulting from Cre exposure, and thus more prone to dysfunction compared with vestibular HCs. To resolve this, a more comprehensive analysis involving several HC-expressed Cre-drivers would be necessary.

A recent study published by Walters *et al*. provided the research community with valuable insight on the use of the *Sox2*^*CreER*^ mouse model in cochlear supporting cell fate-mapping experiments. In this study, they showed that while Cre induction by tamoxifen injection at all ages resulted in highly efficient recombination in cochlear supporting cells (>85%), induction at early postnatal ages (P1) also resulted in recombination in cochlear HCs (>50%)^48^. Without this information, studies using the *Sox2*^*CreER*^ mice for testing regenerative therapies at postnatal ages could have led to inaccurate conclusions. These types of observations further accentuate the need for appropriate and in-depth validation of animal models used for research purposes. Here we have shown that the *Gfi1*^*Cre*^ mouse can still be used as a valuable tool for both conditional gene deletion and inner ear HC isolation for downstream gene expression analysis, provided that experiments are adjusted to account for non-HC Cre mediated recombination and an early onset progressive hearing loss phenotype. Of note, review of studies published to date that utilize the *Gfi1*^*Cre*^ mouse for conditional deletion/activation of target genes followed by phenotyping after one month of age did not reveal any significant conclusions that, in our opinion, could have been solely attributed to the inherent phenotype of the *Gfi1*^*Cre*^ mouse described here^5^,^6^,^7^,^8^,^11^,^12^. For all Cre models, patterns of recombination should be characterized using robust reporters, such as the *ROSA26*^*CAG-tdTomato*^ mouse (where both the CAG and endogenous ROSA26 promoters drive tdTomato expression following recombination). Finally, the presence of inherent phenotypes should be rigorously examined in heterozygous animals, and if found, it is our suggestion that heterozygous animals be included as controls in conditional gene deletion experiments instead of Cre-negative controls.

## Material and Methods

### Animals

The *Gfi1*^*Cre*^ knock-in mice were generated by Dr. Lin Gan at the University of Rochester and were generously provided for this study by Dr. Jian Zuo of the Developmental Neurobiology Department at St. Jude Children’s Research Hospital. *Gfi1*^*Cre*^ mice were maintained in a C57BL/6J background at the University of Maryland School of Medicine. B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J mice were procured from the Jackson Laboratory (stock #007914, Bar Harbor, ME). All procedures involving animals were carried out in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and have been approved by the Institutional Animal Care and Use Committee at the University of Maryland, Baltimore (protocol numbers 1209008 and 1015003).

### Genotyping

As reported in Yang *et al., Gfi1*^*Cre*^ drives recombination in a number of other tissues in addition to the inner ear, including the liver, lung, heart, kidney, gut and pancreas^13^,^14^. For this reason, *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ and *Gfi1*^+/+^;*ROSA26*^*CAG-tdTomato*^ mice were genotyped by physical observation of tdTomato red fluorescence in the liver following inner ear dissection at P1. For *Gfi1*^*Cre*^ mice used in auditory and vestibular phenotyping, genotyping was performed by polymerase chain reaction (PCR) on genomic DNA extracted from tail snips or ear punches using a modified one step protocol outlined in Yang *et al*., 2010^14^. Primers used for *Gfi1*^*Cre*^ genotyping are as follows: *Gfi1* wild-type forward (5′-GGG ATA ACG GAC CAG TTG-3′), *Gfi1* wild-type reverse (5′-CCG AGG GGC GTT AGG ATA-3′), *Gfi1*^*Cre*^ reverse (5′-GCC CAA ATG TTG CTG GAT AGT-3′). Additionally, because *Gfi1*^*Cre*^ mice were developed on a mixed 129S6 and C57BL/6J background, the *Gfi1*^*Cre*^ mice used for auditory phenotyping by ABR were also genotyped for age-related high frequency hearing loss susceptibility as denoted by polymorphisms at position 753 in the *Cdh23* gene. Genotyping was performed by PCR using the primers *Cdh23* forward (5′-GGC CAT CAT CAT CAC GGA CA-3′) and *Cdh23* reverse (5′-TAG CCC ATT TGA CCA GGT GC-3′) followed by Sanger sequencing at the University of Maryland, Baltimore Genomics Core Facility (Baltimore, MD). Genotypes for each mouse at position 753 were manually curated by scanning chromatograms in Sequence Scanner Software 2 (Applied Biosystems, Foster City, CA).

### Immunofluorescence and image acquisition

*Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ inner ears were dissected at P1 and fixed in 4% paraformaldehyde (PFA) in PBS overnight at 4 °C. After fixation, ears were then either stored in PBS for further dissection and whole mount immunohistochemistry or processed and embedded in OCT compound (Tissue-Tek) for cryosectioning. Immunofluorescence was determined using FITC rat anti-mouse CD326 (BioLegend, at 1:50) and mouse anti-Tubulin β 3 (TUBB3) (BioLegend, 1:500) primary antibodies. Chicken anti-mouse IgG (H + L) Alexa Fluor 488 (Invitrogen, 1:800) was used for secondary detection, Alexa Fluor 488 Phalloidin (Invitrogen, 1:500) to stain the actin cytoskeleton, and 4′,6-Diamidino-2-Phenylindole Dihydrochloride (DAPI, 1:20,000, Life Technologies) to mark the cell nuclei. Images were acquired from N = 3 *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ mice for cryosection staining and N = 5 *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ mice for whole mount staining using a Nikon Eclipse E600 microscope (Nikon, Tokyo, Japan) equipped with a Lumenera Infinity 3 camera and processed using Infinity Capture and Infinity Analyze software (Lumenera, Ottawa, ON).

### Flow Cytometry

Cochlear tissue dissociation was performed as previously described^21^. Briefly, the auditory sensory epithelia were collected and placed in 0.5 mg ml^−1^ Thermolysin (Sigma). Tissues were then incubated for 20 min at 37 °C, and Thermolysin was replaced with Accutase enzyme cell detachment medium (eBioscience). Tissues were incubated for 3 min at 37 °C, followed by mechanical disruption with a 23G blunt ended needle and 1 ml syringe. Tissues were incubated for an additional 3 min in Accutase, and mechanical disruption was performed a second time. Upon visual confirmation of successful dissociation, the reaction was stopped by adding an equal volume of IMDM supplemented with 10% heat-inactivated fetal bovine serum (FBS). Cells were then passed through a 40-μm cell strainer (BD) and placed on ice. The following anti-mouse monoclonal antibodies (mAbs) were used for FACS staining: CD45-FITC, CD326-APC, CD3e-Alexa Fluor 647, and Gr1-APC (obtained from BD Biosciences); B220-PerCP, CD11b-PE, and DX5-PE (obtained from BioLegend). Cochleae and spleen single cell suspensions from P4 mice were pre-treated with anti-mouse CD16/CD32 for Fc receptor blocking, followed by staining with antibodies in FACS buffer (PBS, 2% FBS, 0.05% NaN3) for 30 minutes at 4 °C. Cells were then washed and acquired by a BD LSRII flow cytometer. Data was analyzed with BD FACS Diva software (BD Biosciences, San Jose, CA). Cells were gated based on forward scatter (FSC) vs side scatter (SSC), doublets were excluded based on the forward scatter-H (FSC-H) vs forward scatter-A (FSC-A). CD45 positive (CD45+) staining defines immune cells. Within the CD45+ gate, specific immune cell populations were identified as: CD3+ T cells, B220+ B cells, CD3-DX5+NK cells, CD11b+Gr1− monocytes/macrophages, and CD11b+Gr1+ granulocytes.

### Vestibular evoked potentials (VsEPs)

For VsEP testing, mice were anesthetized with a ketamine (90–100 mg/kg) and xylazine (10–12 mg/kg) solution injected intraperitoneally. Core body temperature was maintained at 37.0 ± 0.1 °C using a homeothermic heating pad system (FHC, Inc., Bowdoin, ME). Linear acceleration pulses, 2 ms duration, were generated and controlled with National Instruments processors and presented to the cranium via a non-invasive spring clip that encircled the head and secured it to a voltage-controlled mechanical shaker. Stimuli were presented along the naso-occipital axis using two stimulus polarities, normal (upward pulse) and inverted (downward pulse). Stimuli were presented at a rate of 17 pulses/sec with amplitudes ranging from +6 dB to −18 dB re: 1.0 g/ms (where 1 g = 9.8 m/s^2^) adjusted in 3 dB steps. Electrodes were placed subcutaneously at the nuchal crest to serve as the noninverting electrode, and posterior to the left pinna and at the hip for inverting and ground electrodes, respectively. Traditional signal averaging was used to resolve responses in electrophysiological recordings. Ongoing electroencephalographic activity was amplified (equivalent to 200,000X), filtered (300 to 3000 Hz) and digitized (24 kHz sampling rate). Primary responses (n = 512) were averaged for each VsEP response waveform. All responses were replicated. VsEP intensity series was collected beginning at the maximum stimulus intensity (+6 dB re: 1.0 g/ms) with and without acoustic masking, then descending in 3 dB steps to −18 dB re: 1.0 g/ms. A broad band forward masker (50 to 50,000 Hz, 94 dB SPL) was presented during VsEP measurements to verify absence of cochlear responses^49^. VsEP thresholds were defined as the intensity midway between the minimum stimulus intensity that produced a discernable response and the maximum intensity where no response was detectable. Thresholds were compared between heterozygote and wildtype controls using two factor analysis of variance with age and genotype as the factors (SPSS Version 23.0).

### Auditory brainstem responses (ABRs)

For ABR testing, mice were anesthetized with pharmaceutical grade ketamine (100–150 mg/kg) and xylazine (10–16 mg/kg) solution by intraperitoneal injection. Recording electrodes were attached posterior to the right and left pinna, a noninverting electrode was attached at the vertex of the skull, and a ground electrode was attached to the hip. Hearing thresholds were determined at 8, 16, 24 and 32 kHz using an ABR recording system (Tucker-Davis Technologies). 500 sweeps of 5 ms tone bursts were introduced beginning at 90 dB peSPL (peak equivalent Sound Pressure Level) and proceeding in 5 dB decrements down to 0 dB peSPL. All recordings were performed in a soundproof box. Statistical significance between *Gfi1*^*Cre*^ heterozygote and wild-type groups was assessed by two-way ANOVA, followed by Tukey’s test to account for multiple comparisons.

### RNA sequencing and analysis

RNA was extracted from cochlear ducts of eight day old (P8) *Gfi1*^*Cre/*+^ and *Gfi1*^+/+^ mice in independent biological triplicate samples for each genotype using the Direct-zol RNA Mini-prep kit (Zymo Research, Irvine, CA). Each sequenced *Gfi1*^+/+^ sample consisted of pooled RNA from two cochleae (1 mouse), and each *Gfi1*^*Cre/*+^ sample consisted of pooled RNA from six cochleae (3 mice). RNA-seq libraries were prepared from a minimum of 75ng of RNA with the TruSeq RNA Sample Prep kit (Illumina) per manufacturer’s protocol, and samples were sequenced on an Illumina HiSeq 2500 with a paired-end 150 base configuration (between 38 and 50 million reads were obtained for each sample, see Supplementary Table 2). Sequenced reads were aligned to the mouse genome (mm10) using Tophat^50^. Only uniquely mapped reads were used in subsequent analyses. Gene expression levels were calculated using HTseq-count^51^ and normalized using quantile normalization. Only genes covered by at least 40 reads were considered as expressed in our dataset (14,866 genes). Differential expression analysis was done using DEseq^52^. RNA-seq data was submitted to the Gene Expression Omnibus database (accession ID GSE85519). Gene expression data from mouse macrophages were taken from GEO RNA-seq datasets GSE65530 and GSE77885^33^,^34^. Only unstimulated samples were analyzed. Genes covered by at least 40 reads were called as expressed genes in these datasets. Quantile normalization was applied to allow comparison of expression levels between different datasets. The definition of the set of genes whose expression is enriched in macrophages was based on the comparison of expression between macrophages and sensory epithelial, neuronal, mesenchymal and endothelial cells in the inner ear taken from Hertzano *et al*.^21^. 360 genes showed at least 3-fold elevated expression in macrophages compared to all other cell types.

### Quantitative RT-PCR

Total RNA was extracted from whole cochlear tissues from newborn (P0-P1) *Gfi1*^*Cre/*+^ and *Gfi1*^+/+^ mice using the Direct-zol RNA MiniPrep Kit (Zymo Research), and RNA was reverse-transcribed using the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). RT-qPCR was performed using Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific) and primers designed for shared and unique exons between the wild-type and *Gfi1*^*Cre*^ knock-in alleles. These primers are as follows: exons 2 to 3 (Ex2–3 forward 5′-CCG AGT TCG AGG ACT TTT GGA-3′, Ex2-3 reverse 5′-AGC GGC ACA GTG ACT TCT C-3′), exons 5 to 6 (Ex5-6 forward 5′-AAT GCA GCA AGG TGT TCT-3′, Ex5-6 reverse 5′-CTT ACA GTC AAA GCT GCG T-3′), and exons 6 to 7 (Ex6-7 forward 5′-CAG GTG AGA AGC CCC ACA AA-3′, Ex6-7 reverse 5′-GAA GCC TGT GTG CTT TCT GC-3′). Transcript levels were normalized to *Myo7a* expression to account for possible differences in dissection and HC number as each biological replicate consisted of two cochleae only (myo7a forward 5′-GAA TCC ACG GTA CAG GGC AA-3′, myo7a reverse 5′-AGT AAA TCT CGT CCC GCA GC-3′). RT-qPCR was performed in 4 biological replicates, and statistical significance was assessed by Welch’s t-test.

## Additional Information

**How to cite this article:** Matern, M. *et al*. *Gfi1^Cre^* mice have early onset progressive hearing loss and induce recombination in numerous inner ear non-hair cells. *Sci. Rep.* **7**, 42079; doi: 10.1038/srep42079 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
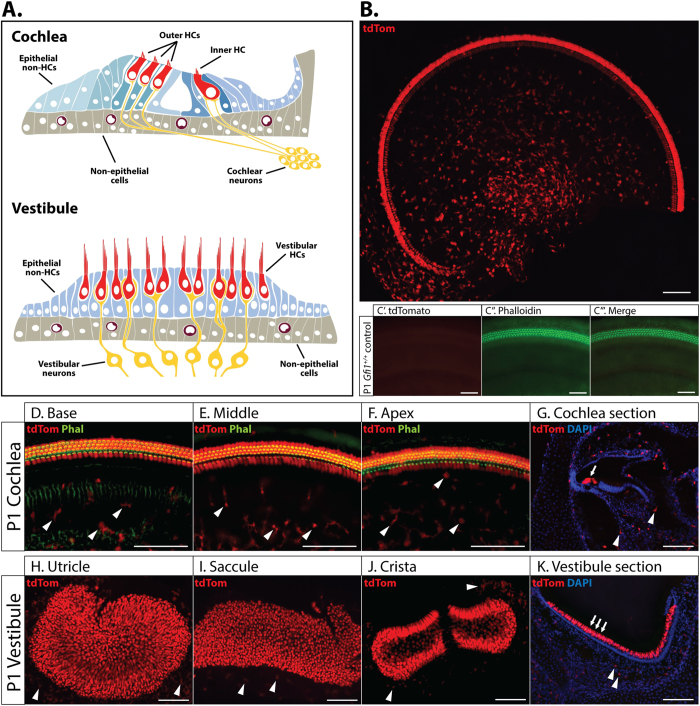
*Gfi1*^*Cre*^ mediated non-HC recombination. (**A**) Schematic of the auditory and vestibular epithelia showing a heterogeneous cellular population made up of hair cells (HCs), epithelial non-HCs, non-epithelial cells and neurons. (**B**) Whole mount immunofluorescence of an apical turn from a P1 *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ mouse cochlea showing extensive non-HC recombination as a result of *Gfi1*^*Cre*^. (**C**) Cochlear whole mount immunofluorescence of a P1 *Gfi1*^+/+^;*ROSA26*^*CAG-tdTomato*^ littermate showing no recombination in any cells in the absence of Cre recombinase (n = 3). Whole mount (**D–F,H–J)** (n = 5) and section (**G,K)** (n = 3) immunohistochemistry showing the presence of non-HC *Gfi1*^*Cre*^ mediated tdTomato expressing cells (white arrowheads) in the basal, middle and apical turns of the cochlea (**D**–**F**), and utricle, saccule and crista vestibular organs (**H**–**J**). HCs are denoted by white arrows, scale bars = 100 μm.

**Figure 2:**
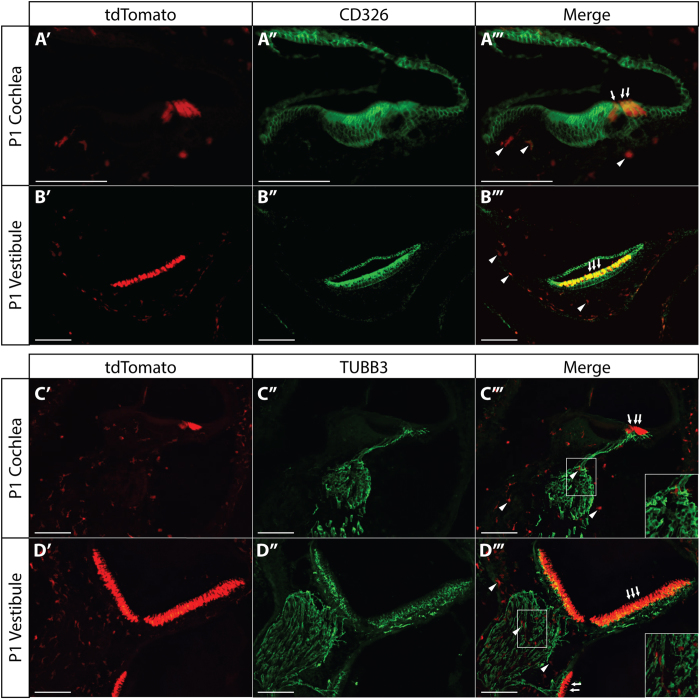
tdTomato positive non-HCs are neither epithelial nor neuronal. (**A,B**) Inner ear section immunohistochemistry from P1 *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ mice stained with an antibody for the epithelial marker CD326 (EpCAM) showing no overlap of tdTomato expressing non-HCs with CD326 expression in either the auditory or the vestibular systems (n = 3). (**C,D**) P1 *Gfi1*^*Cre/*+^;*ROSA26*^*CAG-tdTomato*^ mouse inner ear sections stained with an antibody for the neuronal marker TUBB3 showing no overlap of tdTomato expressing cells with TUBB3 expression in either system (n = 3). Non-HC *Gfi1*^*Cre*^ mediated tdTomato expressing cells are denoted by white arrowheads, HCs by white arrows, scale bars = 100 μm.

**Figure 3:**
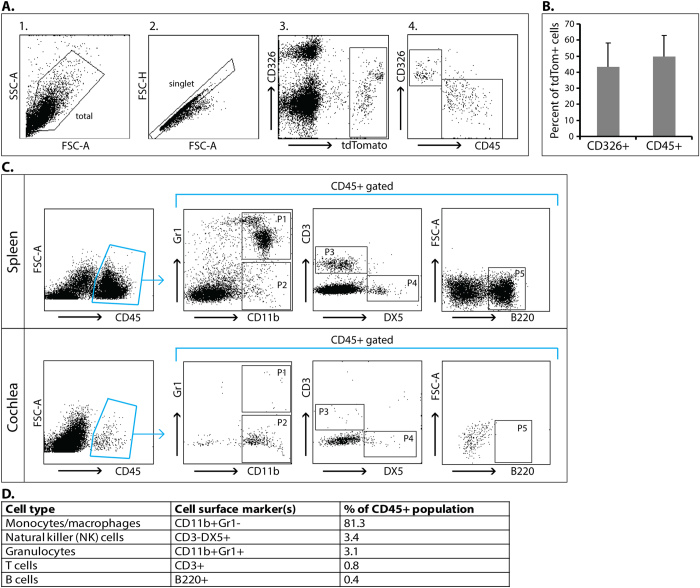
tdTomato positive inner ear cells from *Gfi1*^*Cre*^ mice consist of CD326 + CD45- cells and CD326-CD45+ cells. (**A**) Cochlear single cell suspensions from four day old *Gfi1*^*Cre/*+^*;ROSA26*^*CAG-tdTomato*^ mice were analyzed for the expression of CD326 and CD45 in the tdTomato positive cell population. One representative FACS analysis is shown. From left to right: (1) Forward and side scatter of the dissociated cells. The analysis was focused on the marked population to exclude cellular debris; (2) Gating for doublet discrimination; (3) CD326 vs tdTomato expression. The tdTomato cells (3.3% of total singlet cells) consist both of CD326 positive and negative cells; (4) Gating on the tdTomato positive cells (marked in a box in 3), the cells are divided to two distinct populations: CD326 + CD45− which represent HCs, and CD326-CD45+ which represent immune cells. (**B**) The mean + SD percentage of each population was summarized from 5 individual mice (43.4 ± 14.7% CD326 + CD45− HCs, 49.6 ± 13.2% CD326−CD45+ immune cells). (**C**) Single cell suspensions from spleen and cochleae of wild-type 4 day old C57BL/6 mice were analyzed for immune cell surface markers by FACS. 5 populations were identified within CD45+ gated cells in the cochlea: P1: 3.1% CD11b+Gr1+ granulocytes; P2: 81.3% CD11b+Gr1− monocytes/macrophages; P3: 0.8% CD3+T cells; P4: 3.4% CD3-DX5+NK cells; P5: 0.4% B220+ B cells (**D**). Data is representative of one out of two experiments using pooled cochlear cells from 5 and 7 mice, respectively. SSC-A = side scatter-A, FSC-A = forward scatter-A, FSC-H = forward scatter-H.

**Figure 4:**
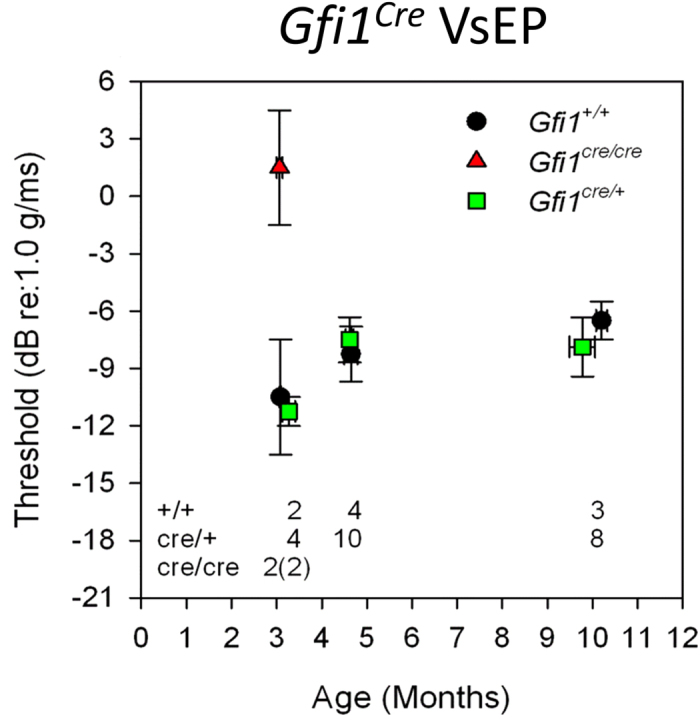
*Gfi1*^*Cre/*+^ mice do not exhibit vestibular dysfunction up to 10 months of age. Vestibular function of *Gfi1*^+/+^ (+/+), *Gfi1*^*Cre/*+^ (cre/+) and *Gfi1*^*Cre/Cre*^ (cre/cre) littermates was measured by vestibular sensory-evoked potentials (VsEP) at 3, 5 and 10 months of age. Two of the four *Gfi1*^*Cre/Cre*^ animals (number shown in parentheses) had absent responses at 3 months. Average threshold shown for *Gfi1*^*Cre/Cre*^ reflects only those animals with measurable responses (n = 2). Analysis of variance showed no significant differences in VsEP thresholds between *Gfi1*^+/+^ and *Gfi1*^*Cre/*+^ at all ages tested (*Gfi1*^+/+^ n = 2, 4, and 3 mice at 3, 5 and 10 months respectively, *Gfi1*^*Cre/*+^ n = 4, 10, and 8 mice at 3, 5 and 10 months respectively).

**Figure 5:**
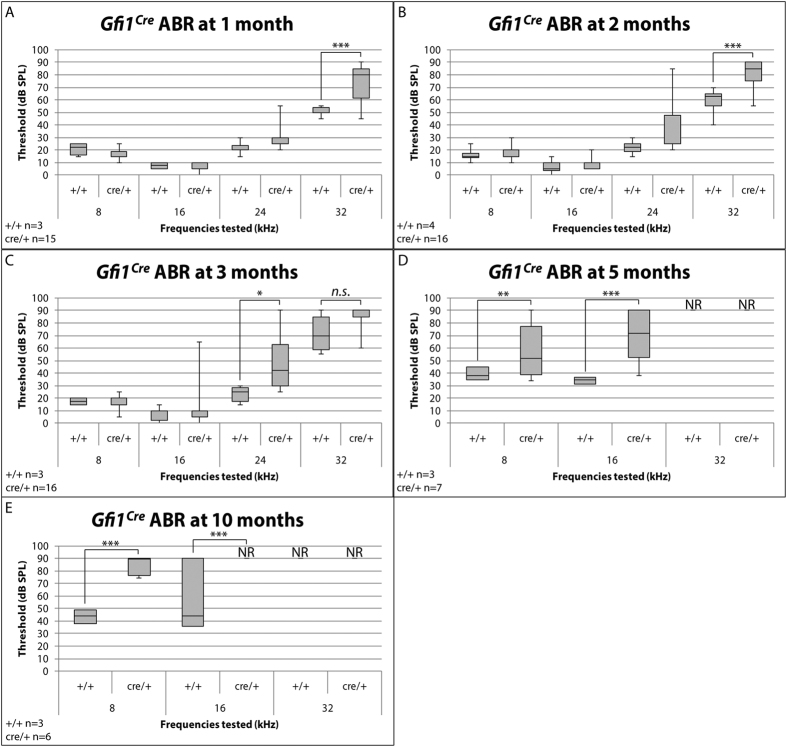
*Gfi1*^*Cre*^ heterozygotes exhibit an early onset progressive hearing loss. *Gfi1*^*Cre/Cre*^ mice showed absent ABR thresholds (>90 dB SPL, highest stimulus tested) at all frequencies and time points (up to 3 months). **(A)** Elevated hearing thresholds can be seen in one month old *Gfi1*^*Cre/*+^ mice (cre/+) as compared to *Gfi1*^+/+^ (+/+) littermates at 32 kHz (*p*-value = 6.40E-05). (**B**) High frequency hearing loss worsens as heterozygous mice age, as *Gfi1*^*Cre/*+^ mice have more pronounced elevated hearing thresholds compared to *Gfi1*^+/+^ at 32 kHz at 2 months (*p*-value = 2.72E-06). (**C**) At 3 months of age, *Gfi1*^*Cre/*+^ mice now show significantly elevated hearing thresholds at 24 kHz as compared to *Gfi1*^+/+^ littermates (*p*-value = 0.029), however both *Gfi1*^*Cre/*+^ and *Gfi1*^+/+^ mice show elevated hearing thresholds at 32 kHz (*p*-value = 0.076). (**D**) At 5 months old, *Gfi1*^*Cre/*+^ mice show significantly elevated hearing thresholds at both 8 kHz and16 kHz as compared to *Gfi1*^+/+^ littermates (*p*-value = 6.64E-03 and 7.11E-05, respectively), and (**C**) at 10 months old, *Gfi1*^*Cre/*+^ mice still show significantly elevated hearing thresholds at 8 kHz and 16 kHz as compared to *Gfi1*^+/+^ littermates (*p*-value = 3.37E-13 and 3.86E-04, respectively). *Note: at 10 months, one *Gfi1*^+/+^ mouse exhibited no response to sound stimuli at 16 kHz, while others showed average thresholds of 40.1 dB SPL. We believe that this mouse is an outlier, based on known hearing phenotypes of aged wild-type mice, but was still included in this analysis. Animal numbers: 1 month *Gfi1*^+/+^ n = 3, *Gfi1*^*Cre/*+^ n = 15; 2 months *Gfi1*^+/+^ n = 4, *Gfi1*^*Cre/*+^ n = 16; 3 months *Gfi1*^+/+^ n = 3, *Gfi1*^*Cre/*+^ n = 16; 5 months *Gfi1*^+/+^ n = 3, *Gfi1*^*Cre/*+^ n = 7; 10 months *Gfi1*^+/+^ n = 3, *Gfi1*^*Cre/*+^ n = 6. NR = no response (>90 dB SPL), *n.s.* =not significant, * = *p*-value < 0.05, **=*p*-value < 0.01, ***=*p*-value < 0.001. Significance was assessed by two-way ANOVA, followed by Tukey’s test to account for multiple comparisons, and data displayed as box plots to show variability in hearing phenotypes in *Gfi1*^*Cre/*+^ mice.

**Figure 6:**
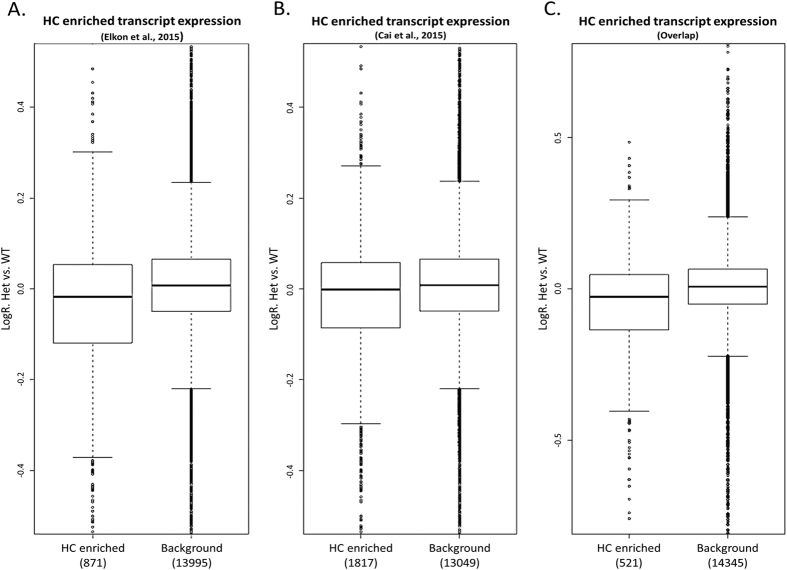
*Gfi1*^*Cre/*+^ cochleae display slight downregulation of HC-enriched transcripts. The distribution of relative gene expression levels (fold change values in log2 scale) between *Gfi1*^*Cre/*+^ (Het) and *Gfi1*^+/+^ (WT) samples was calculated for sets of HC-enriched transcripts and compared with the fold change of remaining genes in the dataset (background). HC-enriched sets of genes (consisting of genes that showed at least 3-fold elevated expression in HCs compared to non-HCs from either the (**A**) Elkon *et al*. dataset (871 genes), (**B**) Cai *et al*. dataset (1,817 genes) or (**C**) defined by the overlap between these two datasets (521 genes)), exhibited statistically significant decreased expression in *Gfi1*^*Cre/*+^ P8 cochlea compared to their wild-type control (*p*-values = (**A**) 1.67E-15, (**B**) 6.03E-11, (**C**) 1.17E-14, calculated using Wilcoxon’s test).

**Table 1:**
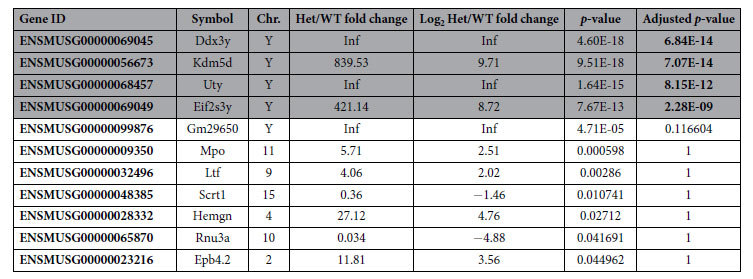
RNA-seq analysis of P8 *Gfi1*^*Cre/*+^ and *Gfi1*^+/+^ cochlear RNA.

Out of 14,866 genes found to be expressed in cochleae of the *Gfi1*^*Cre/*+^ (Het) and *Gfi1*^+/+^ (WT) mice, only 11 passed filtering for differential expression with standard criteria (Log_2_ fold change >1 or <−1, *p*-value < 0.05). Furthermore, only 4 genes (shaded in grey) could be considered significantly changed after taking into account multiple testing (false discovery rate, FDR = 0.05), all which are encoded on chromosome (Chr.) Y. Inf indicates infinity, or genes that were highly expressed in *Gfi1*^*Cre/*+^ samples and not detected in *Gfi1*^+/+^ samples.

How the deposited data were processed for this re-analysis (not part of the article)

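Cochlear duct RNA of *Gfi1*+/+ and *Gfi1* Cre/*+ mice at postnatal day 8 was measured by RNA-seq in 3 libraries per genotype. Each *Gfi1*+/+ library came from 1 mouse and each *Gfi1* Cre/*+ library from 3 mice. The authors prepared the libraries with the TruSeq kit, sequenced them as paired ends, aligned the reads to mm10 with Tophat, kept uniquely mapped reads, counted them on genes with HTSeq-count and kept genes covered by at least 40 reads. The methods do not name the annotation, the strand setting or the software versions. The deposited table gives a signal per gene and library, which the methods describe as quantile-normalized. The 6 columns did not share their quantiles. Up to rounding, every deposited signal was a whole multiple of 1 step per column. Each is thus a read count divided by a size factor of the library. The share of values that came out whole was 100% in each library. Recovered reads per library ran from 13603908 to 19359753, and the median total was higher in *Gfi1* Cre/*+ than in *Gfi1*+/+ by a factor of 1.19. The 10 genes with the most reads took between 7.47% and 8.17% of a library. Columns were matched to samples by genotype and replicate number.

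The deposited values were used with their size factors and without further normalization. Genes with at least 40 normalized reads in at least 1 library were tested, which gave 14455 of the 14865 listed genes. The test was limma (version 3.58.1, in R 4.3.3) on log2(value + 1) with genotype as the only term and eBayes with a trend, two-sided, with Benjamini-Hochberg adjustment over the genes tested. Genes were counted at a fold change above 2 with an unadjusted p-value under 0.05, and at an adjusted p-value under 0.05. A fold change against a genotype with at most 3 reads in each library was computed against that floor and given as a lower bound. Lists of HC, macrophage, granulocyte precursor, erythroid, supporting cell, neuron, glia, stria vascularis, bone and cartilage, and skeletal muscle genes were written from general knowledge of cell type markers. Each list was compared with the other genes by a two-sided Wilcoxon rank-sum test of log2 fold changes, or by a permutation test with 100000 random lists where under 10 members were tested. The lists, the settings, the rule for the genes named and all alternatives not described as chosen later were fixed before the data were examined. The genes of the paper's Table 1 were already known then, and *Mpo*, *Ltf*, *Hemgn* and *Epb4.2* are in the lists. The genes named are those of Table 1, other genes and markers the paper names, the X-linked homologues of the Y-linked genes with *Xist*, and at most 5 members per list with the largest absolute log2 fold change among those with an unadjusted p-value under 0.05.

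The alternatives were other pseudocounts (0.1, 10 and 40), other minima (all listed genes, a mean of at least 40 and a mean of at least 200), limma without a trend, with robust variances or with array weights, centring on the median, cyclic loess, the replicate number as a block, each library left out, the ratio of group means, and camera, fry and 10000 random lists matched on mean expression for the lists. Added after the values had been seen were edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, quantile normalization, thinning to the lowest total, a loess correction for GC content and gene length, and the neuron list score of each library as a covariate. Gene positions, biotypes, GC content and lengths came from the GENCODE annotation of GRCm38, to which 14791 of the 14865 identifiers matched. Genes that share reads with near-identical copies were not separated further. The steps were tested on simulated counts with 200 changed genes among all listed genes, of which 14443 passed the minimum. limma recovered 192 of the 200 at an adjusted p-value under 0.05 with 13 false calls, and the simulated list shift of -0.2 was found as -0.202. The simulation drew genes independently, with the same dispersion in both genotypes and no outlying library. It took the 200 changed genes from those with a mean above 40 normalized reads. It therefore checks the steps and does not give the power in the real libraries. The paper's gene sets, the macrophage datasets, RT-qPCR, flow cytometry, hearing and vestibular measurements were not analysed here.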

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

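All of these patterns concern lists of genes outside those the paper discusses, whose median log2 fold change was above that of the other genes in *Gfi1* Cre/*+ against *Gfi1*+/+, taken as the controls. The libraries themselves overlapped in the granulocyte precursor, bone and cartilage, and stria vascularis lists, where *Gfi1*+/+ replicate 3 lay above at least 1 *Gfi1* Cre/*+ library. The test on marrow genes was chosen only after the list values had been seen, as were the thinning, the GC correction and the covariate. The paper infers that the *Gfi1* Cre/*+ samples came mainly from male pups and the *Gfi1*+/+ samples mainly from female pups. Sex and genotype therefore cannot be told apart by comparing the genotypes in any of these lists. Within *Gfi1* Cre/*+ the Y-linked sum rose from replicate 1 to 3 (794, 902 and 1621 normalized reads). The mean deviation fell in that order in the erythroid (1.24, 0.302 and 0.00986) and stria vascularis lists (0.0571, 0.0284 and -0.0152). That is opposite to higher levels in males. It did not fall in that order in the granulocyte precursor or bone and cartilage lists, and 3 libraries are too few to decide.

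The granulocyte precursor list, with 8 genes tested, had a median log2 fold change higher by 1.39 than the other genes (permutation test with 100000 random lists, p = 3.1e-04, adjusted p = 6.2e-04 by Benjamini-Hochberg over 10 lists), with 7 of 8 genes higher in *Gfi1* Cre/*+. The erythroid list, with 25 genes tested, was higher by 0.569 (n = 25 genes, p = 1.52e-12, two-sided Wilcoxon rank-sum test across genes, adjusted p = 5.08e-12), with 24 of 25 genes higher, and its median was the same with *Hemgn* at its lower bound. Of these genes, *Mpo*, *Ltf*, *Hemgn* and *Epb4.2* are in the paper's Table 1 and were picked by the study from these libraries. They have the largest log2 fold changes of their lists, at 2.62, 2.42, 3.75 and 2.85. The other granulocyte members ran from -0.13 (*Padi4*) to 2.04 (*Ngp*). Neither test was repeated without the Table 1 genes, so neither p-value is independent of that selection. Neither list passed 0.05 in fry, and of the 2 only the granulocyte precursor list passed it in camera with an estimated correlation. The pattern was uneven within genotypes. The mean deviation of the erythroid genes was 1.24 in *Gfi1* Cre/*+ replicate 1, 0.302 in replicate 2 and 0.00986 in replicate 3, against -0.833, -0.452 and -0.271 in *Gfi1*+/+. *Slc4a1* had 851, 178 and 168 normalized reads in the *Gfi1* Cre/*+ replicates and 30.9, 50.3 and 81.2 in the *Gfi1*+/+ replicates. The mean deviation of the granulocyte genes in *Gfi1*+/+ replicate 3 was 0.343, above the 0.337 of *Gfi1* Cre/*+ replicate 2, and the granulocyte shift was 0.917 without *Gfi1*+/+ replicate 1 and 2.16 without *Gfi1*+/+ replicate 3. After thinning to equal reads it was 1.43, and after correction for GC content and length it was 1.49, which argues against depth, GC content and gene length as its whole cause. With the neuron list score of each library as a covariate, however, the granulocyte shift was 0.324 and the erythroid shift 0.263, so differences in dissection may account for much of both. Neither shift was removed. With the covariate 6 of 8 granulocyte genes were higher (permutation test, p = 0.0102), and 24 of 25 erythroid genes (two-sided Wilcoxon rank-sum test across genes, p = 5.60e-12). The granulocyte shift was also small, at 0.269 (permutation test, p = 0.237), for the 4 members at or above the list's median expression. It was 2.23 (permutation test, p = 1e-05) for the 4 members below it, so the shift lay mostly in the genes with fewer reads.

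Blood in the *Gfi1* Cre/*+ samples may have contributed to the erythroid genes. The globin genes, the most abundant transcripts of red blood cells, had a median log2 fold change of 0.53, with *Hba-a2* at 27027, 30372 and 17596 normalized reads in the *Gfi1* Cre/*+ replicates and 14033, 18577 and 19172 in *Gfi1*+/+. These 4 genes are members of the erythroid list, so their closeness to its median says little. The other 21 members had a median of 0.64. The shift was 1.77 for the 12 members below the list's median expression. It was 0.460 for the 13 members at or above it, which include the globin genes. In *Gfi1* Cre/*+ replicate 3 all 4 globin genes lay within the range of *Gfi1*+/+, while *Hemgn*, *Epb4.2* and *Slc4a1* lay above it. These genes were thus higher in that library without globin above the *Gfi1*+/+ range. Because this rests on 1 library and on genes with large changes, it cannot decide between blood and another source for the whole list. Bone marrow from the surrounding bone could also bring both groups of genes. Only 2 of 15 genes of B cell precursors were in the table, *Rag1* and *Blnk*, with log2 fold changes of 0.08 and 0.28, which is too few for a test. Of the 10 splits of the 6 libraries, the real one had the most erythroid and granulocyte genes moving one way, with 31. Splits that mixed the genotypes reached 30, so the real one led by little. No design of this size can give a share under 0.1. An effect of the genotype, in which 1 copy of *Gfi1* is replaced, stays among the open explanations and was not tested apart from the dissection.

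The bone and cartilage list, with 27 genes tested, was higher by 0.240 in *Gfi1* Cre/*+ (n = 27 genes, p = 5.73e-13, two-sided Wilcoxon rank-sum test across genes, adjusted p = 2.86e-12), with 26 of 27 genes higher. It did not pass 0.05 in fry or in camera with an estimated correlation. *Mmp13* had 111 ± 22.1 normalized reads in *Gfi1* Cre/*+ and 59.9 ± 13.7 in *Gfi1*+/+ (SD, n = 3), and the abundant *Spp1* had 11242 ± 185 and 10206 ± 380. The mean deviation of the list was -0.283 and -0.223 in *Gfi1*+/+ replicates 1 and 2 and 0.124 in *Gfi1*+/+ replicate 3, which lay above the 0.0485 of *Gfi1* Cre/*+ replicate 1. Without *Gfi1*+/+ replicate 2 the shift was 0.150. After correction for GC content and gene length it was 0.268, which argues against that bias. A shift as large came from 2 of the 10 splits of the 6 libraries. The other one set *Gfi1*+/+ replicates 1 and 2 and *Gfi1* Cre/*+ replicate 1 against the rest and gave 0.285. With the neuron list score of each library as a covariate the shift was 0.0728 (n = 27 genes, p = 0.0779), so this pattern may reflect the same differences in dissection as the neuronal genes. The genotype stays open and was not tested apart from it.

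The stria vascularis list, with 21 genes tested, was higher by 0.0594 in *Gfi1* Cre/*+ (n = 21 genes, p = 0.0122, two-sided Wilcoxon rank-sum test across genes, adjusted p = 0.0174), with 16 of 21 genes higher. The mean deviation of the list was highest in a *Gfi1*+/+ library, at 0.0628 in replicate 3 against -0.0859 and -0.0472 in *Gfi1*+/+ replicates 1 and 2, and was 0.0571, 0.0284 and -0.0152 in the *Gfi1* Cre/*+ replicates. The shift did not pass 0.05 in fry, in camera with an estimated correlation, with cyclic loess (0.0485, n = 21 genes, p = 0.0637), with quantile normalization (0.0486, p = 0.0824), for the 10 members below the list's median expression (0.0672, p = 0.322), or without *Gfi1*+/+ replicate 1 (0.0360, p = 0.255), *Gfi1*+/+ replicate 2 (0.0658, p = 0.0932) or *Gfi1* Cre/*+ replicate 1 (0.0397, p = 0.0985), it was 0.106 without *Gfi1*+/+ replicate 3, and with the neuron list score as a covariate it was -0.0175. The named members were *Slc26a4* and *Kcne1*, with log2 fold changes of 0.22 and 0.13, and *Mitf*, with -0.15. The shift was past 0.05 after thinning to equal reads (0.0700, n = 21 genes, p = 0.00932), after correction for GC content and length (0.0564, n = 21 genes, p = 0.0129) and against random lists matched on mean expression (0.0476, permutation test, p = 0.007). What stays open is the dissection and the genotype, which was not tested apart from it or from the sex of the mice. Chance differences between libraries also stay open, since splits of the libraries were not examined for this list.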

How the results depend on the processing

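The thinning, GC and length correction, quantile normalization, neuron covariate, edgeR and DESeq2 settings, and the spread without single libraries, were chosen after the data had been seen. The correction of the spread for the number of libraries was also added after its first values had been seen.

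The number of genes with a fold change above 2 and an unadjusted p-value under 0.05 was 68. It was 20 with a pseudocount of 40, 45 with a mean of at least 40, 12 with a mean of at least 200, 40 without a trend and 38 with robust variances. It was 155 with edgeR, 147 with DESeq2 and 21 with the neuron covariate. The balance of 15 higher and 53 lower genes became 19 higher and 2 lower with the neuron covariate, 13 higher and 9 lower without *Gfi1*+/+ replicate 1, and 11 higher and 11 lower without *Gfi1* Cre/*+ replicate 1. Of the 68 genes, 65 were also called by edgeR and 9 with the covariate. Across the 6 fits that each left out 1 library it ran from 22 to 184, with 22 without *Gfi1*+/+ replicate 1 or without *Gfi1* Cre/*+ replicate 1, 37 without *Gfi1* Cre/*+ replicate 2, and 184 without *Gfi1*+/+ replicate 3. The stricter minima tested fewer genes, 13922 and 10365. For the other changes the cause was not tested. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many genes, and the other one, *Gfi1*+/+ replicates 1 and 2 with *Gfi1* Cre/*+ replicate 3 against the rest, gave 71. The split of *Gfi1*+/+ replicates 1 and 2 with *Gfi1* Cre/*+ replicate 1 against the rest gave 2179 genes at an unadjusted p-value under 0.05, against 439 in the real one.

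The number of genes with an adjusted p-value under 0.05 was 4. It was 0 with a mean of at least 200, where the Y-linked genes were not tested and 229 genes had an unadjusted p-value under 0.05, and 10 with DESeq2. The 6 genes DESeq2 added were *Mpo*, *Hemgn*, *Epb4.2*, *Mapt*, *Epha10* and *Stmn4*, of which the last 3 are named only because they were in this count. With 1 library left out the number ran from 0 to 48, with 48 without *Gfi1*+/+ replicate 3, 8 without *Gfi1*+/+ replicate 2, and 0 without *Gfi1* Cre/*+ replicate 3. The real split was the 1 of the 10 with as many genes, and 3 libraries against 3 cannot give a share under 0.1.

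The log2 fold change of *Gfi1* kept its direction in every alternative run, from -0.21 to -0.13, and its adjusted p-value ran from 0.442 to 1.00. With each library left out it ran from -0.211 to -0.149. The lower expression of the HC list kept its direction in every alternative run, and passed 0.05 in each except fry, where the shift is by construction the same -0.0925 and the libraries are the replicates. Without *Gfi1*+/+ replicate 1 the shift was -0.0555, and with 1 library left out it ran from -0.104 to -0.0555. The shift was -0.0844 without *Gfi1* in the list.

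The macrophage list had a shift of -0.00165, and its direction was not settled. It was 6.62e-04 with a mean of at least 200, 0.00208 with array weights, 0.0131 with cyclic loess, 0.00382 with edgeR, 0.00401 with DESeq2, 0.0150 with quantile normalization, 0.00265 after thinning, 0.0140 after correction for GC content and length, 0.00237 with the neuron covariate, 0.00628 against matched random lists and 0.00552 for members at or above the list's median expression. With 1 library left out it ran from -0.0144 to 0.0371, with 0.0322 without *Gfi1*+/+ replicate 2, 0.0371 without *Gfi1*+/+ replicate 3, 0.0355 without *Gfi1* Cre/*+ replicate 1 and 0.00472 without *Gfi1* Cre/*+ replicate 3. The cause was not tested.

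Of the 8 other lists, 6 differed at a Benjamini-Hochberg adjusted p-value under 0.05. The number was 3 with a mean of at least 200, 2 with the neuron covariate and 0 with fry or with camera and an estimated correlation, where 1 list, the granulocyte precursors, had an unadjusted p-value under 0.05 in camera. It ran from 4 to 6 with 1 library left out. The glia list was at 0.0528, the stria vascularis list at -0.0175 and the skeletal muscle list at 0.0362 with the neuron covariate. The skeletal muscle list was at 0.0217 without *Gfi1*+/+ replicate 1, 8.09e-04 without *Gfi1*+/+ replicate 2 and 0.0277 without *Gfi1* Cre/*+ replicate 2, in a range from -0.0952, and the supporting cell list was at 0.00777 without *Gfi1*+/+ replicate 2, in a range from -0.0419. Among single genes, the neuron covariate gave *Tubb3* 0.0863, *Ptprc* -0.0254 and *Sox2* 0.0764. With 1 library left out *Myo7a* ran from -0.122 to 0.0552, the latter without *Gfi1*+/+ replicate 3. *Ptprc* ran from -0.0317 without *Gfi1*+/+ replicate 2 to 0.127, with -0.00676 without *Gfi1* Cre/*+ replicate 2. *Itga2*, which had a log2 fold change of 0.07 in the comparison as reported, was at -0.0847 with array weights and -0.0534 without *Gfi1*+/+ replicate 3. Across the 6 fits that each left out 1 library it ran from -0.0774, without *Gfi1* Cre/*+ replicate 2, to 0.197, without *Gfi1*+/+ replicate 2. The cause was not tested. Other changes among named genes and lists were 32 weaker, 9 stronger and 2 moved in size. Among the latter was the log2 fold change of *Kdm5d*, at 9.71 with the ratio of the group means against 7.79. The 4 Y-linked genes kept their direction and passed an adjusted p-value of 0.05 except without *Gfi1* Cre/*+ replicate 3, and *Uty* also without *Gfi1* Cre/*+ replicates 1 or 2. These fits have fewer libraries.

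Replicate numbers are shared between the genotypes. The correlations across genes of the deviations of same-numbered libraries were -0.0944, 0.107 and -0.0326 for replicates 1, 2 and 3, so the numbers were not taken as pairs. With the replicate block, 69 genes had a fold change above 2 and an unadjusted p-value under 0.05, 58 of them shared with the 68, and the number at an adjusted p-value under 0.05 was 4. The depth limits the genes with few reads, since a *Gfi1*+/+ library with no read of a gene allows up to 3.70 normalized reads.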

Differences from the paper's values

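The paper's number of genes with a fold change above 2 and a p-value under 0.05 is 11, and the number found here was 68. Of the alternatives set before the data were examined, a mean of at least 200 normalized reads gave 12 genes, which is within 1.5 times the paper's number, but none of the 12 is in the paper's Table 1. Every other such alternative gave between 20 and 184 genes. Of the 11 genes in Table 1, 10 were among the 68. The other, *Gm29650*, was under the minimum for testing, and it was called where all listed genes were tested, a setting that called all 11. The paper names DEseq for its test, which was not run here. DESeq2 on the recovered reads, chosen after seeing the values, gave 147 genes and edgeR, also chosen then, gave 155. The paper's number of genes after multiple testing is 4, as here and with edgeR, and it was 10 with DESeq2.

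The paper's depth of 38M to 50M reads per sample is of sequenced reads, and the reads recovered here, which are those counted on the listed genes, came to between 13.6M and 19.4M. These are not the same measure, and no alternative bears on the difference. The libraries were sequenced as paired ends, and whether each number counts single reads or read pairs was not settled here.

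The paper states that the macrophage genes were higher in *Gfi1* Cre/*+ by a small amount. The macrophage list used here, which is not the paper's set, had a shift of -0.00165 with no settled direction.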

Other observations

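The tests of single libraries, of thinning, of GC content and length, of the neuron score as a covariate, of the ribosomal repeats and of the quotient of Y-linked genes and *Xist* were chosen only after the results had been seen, as was the form of the test on small RNAs. That test first compared libraries picked by their level, and in that form it favoured less complete poly(A) selection. It was replaced because the libraries had been picked by the values compared. The rule for a single library as the cause was also changed after its first outcome had been seen, from which the test of a single *Gfi1*+/+ library for the neuron list went from undecided to against that library as the whole cause.

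The neuron list, with 24 genes tested, was lower by 0.750 in *Gfi1* Cre/*+ (shift -0.750, n = 24 genes, p = 2.33e-13, two-sided Wilcoxon rank-sum test across genes, adjusted p = 2.33e-12 over 10 lists), with 23 of 24 genes lower. The shift was -0.235 for the 12 members at or above the list's median expression, -0.890 for the 12 below it and -0.244 for the 16 members with a mean of at least 200 normalized reads. The glia list was lower by 0.152 (shift -0.152, n = 22 genes, p = 0.0106, adjusted p = 0.0174), with 16 of 22 genes lower. Neither passed 0.05 in fry or in camera with an estimated correlation. Much of this came from *Gfi1*+/+ replicate 1, where the abundant *Nefm* had 3449 normalized reads against 712 and 378 in *Gfi1*+/+ replicates 2 and 3 and 178, 315 and 499 in the *Gfi1* Cre/*+ replicates. Without that library the neuron shift was -0.184 (n = 24 genes, p = 1.72e-09) and the glia shift -0.0792, so the library accounts for most of the size of the neuron shift. The mean deviation of the neuron genes was 1.15, 0.248 and -0.335 in *Gfi1*+/+ replicates 1, 2 and 3. It was -0.553, -0.323 and -0.184 in the *Gfi1* Cre/*+ replicates. Besides replicate 1, only *Gfi1*+/+ replicate 2 lay above every *Gfi1* Cre/*+ library, and replicate 3 lay below *Gfi1* Cre/*+ replicates 2 and 3. The direction without replicate 1 is therefore not settled across libraries. The glia list did not pass 0.05 without *Gfi1*+/+ replicate 3 (-0.0959), without *Gfi1* Cre/*+ replicate 1 (-0.0681), with a pseudocount of 0.1 (-0.0613), with array weights (-0.167), with a mean of at least 200 (-0.0308) or for members at or above its median expression (-0.00723), and its sign changed with the neuron covariate (0.0528). Correction for GC content and gene length left -0.735, which argues against that bias. Nerve tissue left in the dissection of *Gfi1*+/+ replicate 1 is a candidate explanation, since the glia list was also highest in that library, with a mean deviation of 0.725 against at most 0.0201 in the other libraries. The cochlear duct also contains nerve endings, and many of the listed genes are expressed there. Of the 10 splits of the 6 libraries, 1 gave a neuron shift as large, the real one, which 3 libraries against 3 cannot separate from chance. The genotype stays open, and so does the sex of the mice, which ran with it.

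For the lower HC list, several technical explanations were weighed. A smaller share of sensory epithelium in *Gfi1* Cre/*+ would lower supporting cell genes as well, but the supporting cell list shifted by -0.0123 (n = 28 genes, p = 0.568) and differed from the HC list (two-sided Wilcoxon rank-sum test across genes, p = 0.0188). Against random lists matched on mean expression, the supporting cell shift was -0.0254 (permutation test, p = 0.0611). The epithelial marker *Epcam* was lower in each *Gfi1* Cre/*+ library than in each *Gfi1*+/+ library, with a log2 fold change of -0.06. A slightly smaller share is therefore not excluded. After thinning to equal reads the shift was -0.0638, after correction for GC content and length -0.0993, and none of 10000 random lists matched on mean expression had a median as far from theirs (permutation test, p = 1e-04, the smallest they can give). Without *Gfi1*+/+ replicate 1 the shift was -0.0555, and with the neuron score as a covariate -0.0540, so both reduced it and neither changed its direction. These shifts were tested across genes only, which cannot exclude that library or the neuronal axis as the cause. Among the other libraries the mean deviations of the list overlapped, with -0.00799 in *Gfi1*+/+ replicate 2 and -0.00225 in *Gfi1* Cre/*+ replicate 1. Of the 10 splits of the 6 libraries, 1 gave a shift as large, the real one, and this design cannot give a share under 0.1. Chance differences between libraries therefore stay open. So do lower expression in HCs, fewer HCs and a slightly smaller share of sensory epithelium in *Gfi1* Cre/*+, which were not tested apart. The sex of the mice, which ran with the genotype, was not tested apart either.

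The skeletal muscle list, with 8 genes tested, had a shift of -0.0357 (permutation test, p = 0.269).

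The spread between the 3 *Gfi1*+/+ libraries was 1.62 times that between the 3 *Gfi1* Cre/*+ libraries, as the ratio of the median SDs over genes. Without single *Gfi1*+/+ libraries, and corrected for the number of libraries, the ratio was between 1.28, without *Gfi1*+/+ replicate 3, and 1.97. Pooling of 3 mice in each *Gfi1* Cre/*+ library may narrow their spread, but pooling and genotype coincide in this design and cannot be told apart. A ratio as far from 1 came from 1 of the 10 splits of the libraries, the real one.

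In the *Gfi1* Cre/*+ libraries the Y-linked sum differed by a factor of 2.04 between the highest and the lowest, and the library with the highest sum had the least *Xist*. Divided by 1 minus the *Xist* level relative to the *Gfi1*+/+ mean, the sums became 2533, 2498 and 2299 normalized reads in replicates 1, 2 and 3, a ratio of 1.10 between highest and lowest. Pools that combine male and female mice in different proportions are a candidate explanation, since such pools would give a constant quotient. It was found and tested on the same libraries.

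Transcripts that overlap ribosomal RNA repeats were higher in *Gfi1*+/+ replicates 1 and 3, and are named after their values had been seen. *Yam1* took 0.793% of the recovered reads in *Gfi1*+/+ replicate 1 (95% Wilson interval 0.789 to 0.798, which covers counting error only), 0.295% in *Gfi1*+/+ replicate 3 and between 0.0277% and 0.0745% in the other libraries. The median correlation between pairs of such transcripts across the 6 libraries was 0.986, but they were chosen for the pattern, so carried-over ribosomal RNA stays a candidate explanation without a test of its own. Less complete poly(A) selection could also raise them. The median level of 16 other small RNA genes, which the annotation lists as types without a poly(A) tail, was compared with *Yam1* across the 6 libraries. Pearson's r was 0.990 (exact permutation test, two-sided p = 0.00556) and 0.863 without the 2 libraries farthest from the median of *Yam1*, and Spearman's rho was 0.829 (exact permutation test, two-sided p = 0.0583), the value used to decide it, which does not pass 0.05. The small RNA *Rn7sk* had 18968, 152 and 6492 normalized reads in the *Gfi1*+/+ replicates and 296, 87.9 and 913 in the *Gfi1* Cre/*+ replicates. The Table 1 gene *Rnu3a*, a small nucleolar RNA, had its highest values in the same 2 libraries.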
